# HIF1α mediates circadian regulation of skeletal muscle metabolism and substrate preference in response to time-of-day exercise

**DOI:** 10.1073/pnas.2504080122

**Published:** 2025-07-08

**Authors:** Amy M. Ehrlich, Kirstin A. MacGregor, Stephen P. Ashcroft, Lewin Small, Ali Altıntaş, Alexander V. Chibalin, Matthias Anagho-Mattanovich, Ben Stocks, Thomas Moritz, Jonas T. Treebak, Juleen R. Zierath

**Keywords:** metabolism, circadian, energy metabolism, exercise, transcription factor

## Abstract

The regulation of metabolism in peripheral tissues is intricately linked to circadian rhythms, with hypoxia-inducible factor-1α (HIF1α) implicated in modulating time-of-day-specific exercise responses. To investigate this relationship, we generated a skeletal muscle-specific HIF1α knockout (KO) mouse model and performed extensive metabolic phenotyping and transcriptomic profiling under both basal conditions and following acute exercise during early rest (ZT3) and active (ZT15) phases. Our findings reveal that HIF1α drives a more robust transcriptional and glycolytic response to exercise at ZT3, promoting glucose oxidation and mannose-6-phosphate production while potentially sparing fatty acid oxidation. In the absence of HIF1α, skeletal muscle metabolism shifts toward oxidative pathways at ZT3, with notable alterations in glucose fate. These results establish HIF1α as an important regulator of time-of-day-specific metabolic adaptations, integrating circadian and energetic signals to optimize substrate utilization. This work highlights the broader significance of HIF1α in coordinating circadian influences on metabolic health and exercise performance.

## Significance

The timing of exercise influences metabolic outcomes, yet the molecular mechanisms underlying time-of-day-specific adaptations remain unclear. Our study identifies hypoxia-inducible factor-1α (HIF1α) as a key regulator of circadian-dependent metabolic responses in skeletal muscle. Using a muscle-specific HIF1α knockout mouse model, we demonstrate that HIF1α enhances glycolytic metabolism during early rest-phase exercise, optimizing glucose utilization while suppressing fatty acid oxidation. Loss of HIF1α shifts metabolism toward oxidative pathways, disrupting this phase-specific adaptation. These findings reveal a critical role for HIF1α in integrating circadian and metabolic signals, with implications for optimizing exercise timing to improve metabolic health and performance.

Physical activity is a cornerstone of health, reducing the risk of all-cause mortality and serving as an important strategy for the prevention and management of chronic diseases (1, 2). Exercise confers systemic benefits, but its effects are particularly pronounced within skeletal muscle, where it promotes insulin-independent glucose uptake, enhances insulin sensitivity, and drives transcriptional programs that support metabolic homeostasis (3–5). These effects underscore the role of skeletal muscle as a central organ in mediating the metabolic benefits of exercise. While physiological factors, including exercise intensity, duration, and nutritional status, influence these molecular adaptations, emerging research highlights the timing of exercise as a critical determinant of both systemic and skeletal muscle-specific metabolic responses (6–10). Evidence suggests that exercise performed at different times of day yields distinct metabolic and transcriptional outcomes (11, 12). However, the molecular mechanisms driving these circadian-dependent variations in exercise adaptations remain largely unexplored.

The circadian clock is a cell-autonomous transcriptional feedback loop that regulates rhythmicity in biological processes across the 24-h day-night cycle. At the molecular level, the core clock transcription factors BMAL1 and CLOCK, activate *Period* and *Cryptochrome* genes, which in turn inhibit their own transcription through a tightly regulated feedback mechanism (13). This circadian program operates at both central and peripheral levels; the suprachiasmatic nucleus acts as a master regulator, synchronizing peripheral clocks in metabolically active tissues via humoral and neural cues. While light serves as the dominant zeitgebers, energetic stressors, such as food intake and physical activity, also entrain peripheral clocks, independently of central mechanisms (14, 15).

In skeletal muscle, the circadian clock orchestrates daily fluctuations in glucose and lipid metabolism, insulin sensitivity, and thermogenesis, all of which influence exercise performance (12, 16, 17). Diurnal variations in exercise capacity are evident in both rodents (9) and humans (18), with striking time-of-day-dependent differences in the transcriptional and metabolic response to acute exercise (7, 8). In rodents, exercise performed during the early active phase promotes a catabolic state characterized by increased reliance on fatty acids, amino acids, and ketones (7, 19). This phase-specific response is accompanied by an accumulation of hypoxia-inducible factor-1 α (HIF1α) protein and the activation of its downstream targets in skeletal muscle (7). Notably, HIF1α serves as both a regulator of glycolytic and oxidative metabolism and a modulator of circadian rhythms via a direct interaction with core clock components (20).

Despite these insights, the role of HIF1α in mediating time-of-day-dependent exercise responses has not been investigated. To address this, we generated a skeletal muscle-specific *HIF1α* knockout mouse model (*Hsa-cre;Hif1α*^fl/fl^, HIF1α KO), by utilizing human α-skeletal actin (HSA) Cre recombinase to mediate excision of floxed *HIF1α* alleles (*HIF1α*^fl/fl^, fl/fl). We then characterized the metabolic and transcriptional responses of these mice to acute exercise across the diurnal cycle. We hypothesized that skeletal muscle HIF1α is necessary for the distinct metabolic adaptations observed during exercise in the early active phase, when HIF1α expression peaks in wild-type (WT) mice. Contrary to this hypothesis, our findings reveal that the loss of HIF1α disrupts the glycolytic response to exercise in the early rest phase, resulting in a systemic metabolic shift toward fatty acid oxidation while leaving the core components of the skeletal muscle clock unaffected. These results underscore the role of HIF1α in mediating the interplay between metabolic states and circadian rhythms during exercise.

## Results

### HIF1α KO Mice Maintain Normal Behavioral Rhythmicity.

To investigate the role of HIF1α in the circadian regulation of metabolism and the time-of-day-dependent exercise response, we generated skeletal muscle-specific HIF1α knockout mice (*Hsa-cre;Hif1α*^fl/fl^, HIF1α KO) (Fig. 1*A*). After confirming the reduction in skeletal muscle *Hif1α* transcripts in HIF1α KO mice compared to *Hif1α*^fl/fl^ (fl/fl) littermates (Fig. 1*B*), we next assessed systemic metabolic alterations and potential disruptions to circadian rhythms. HIF1α KO mice displayed no differences in body weight, muscle mass, food intake, or activity compared to fl/fl mice during both the light (inactive) phase and dark (active) phases (Fig. 1 *C*–*E* and *SI Appendix*, Fig. S1 *A–D*). As anticipated, energy expenditure (EE), food intake, and activity were all elevated during the dark phase in both genotypes (Fig. 1 *D*–*F* and *SI Appendix*, Fig. S1 *D* and E). Though HIF1α KO mice exhibited nonsignificant reductions in the average hourly EE across the 24-h period, there was a significant effect of genotype on the cumulative EE in the light and dark phases (Fig. 1*F* and *SI Appendix*, Fig. S1*E*). Similarly, the hourly average respiratory exchange ratio (RER) was nonsignificantly reduced across the 24-h period in HIF1α KO mouse concurrent with a significant effect of genotype on the cumulative carbon dioxide production and oxygen consumption (Fig. 1*G* and *SI Appendix*, Fig. S1 *F*–J). Hepatic and skeletal muscle glycogen levels, as well as plasma levels of nonesterified fatty acids (NEFA) and triglycerides (TG), were comparable between genotypes throughout the circadian cycle (Fig. 1*H* and *SI Appendix*, Fig. S1 *K*–M).

**Fig. 1.**
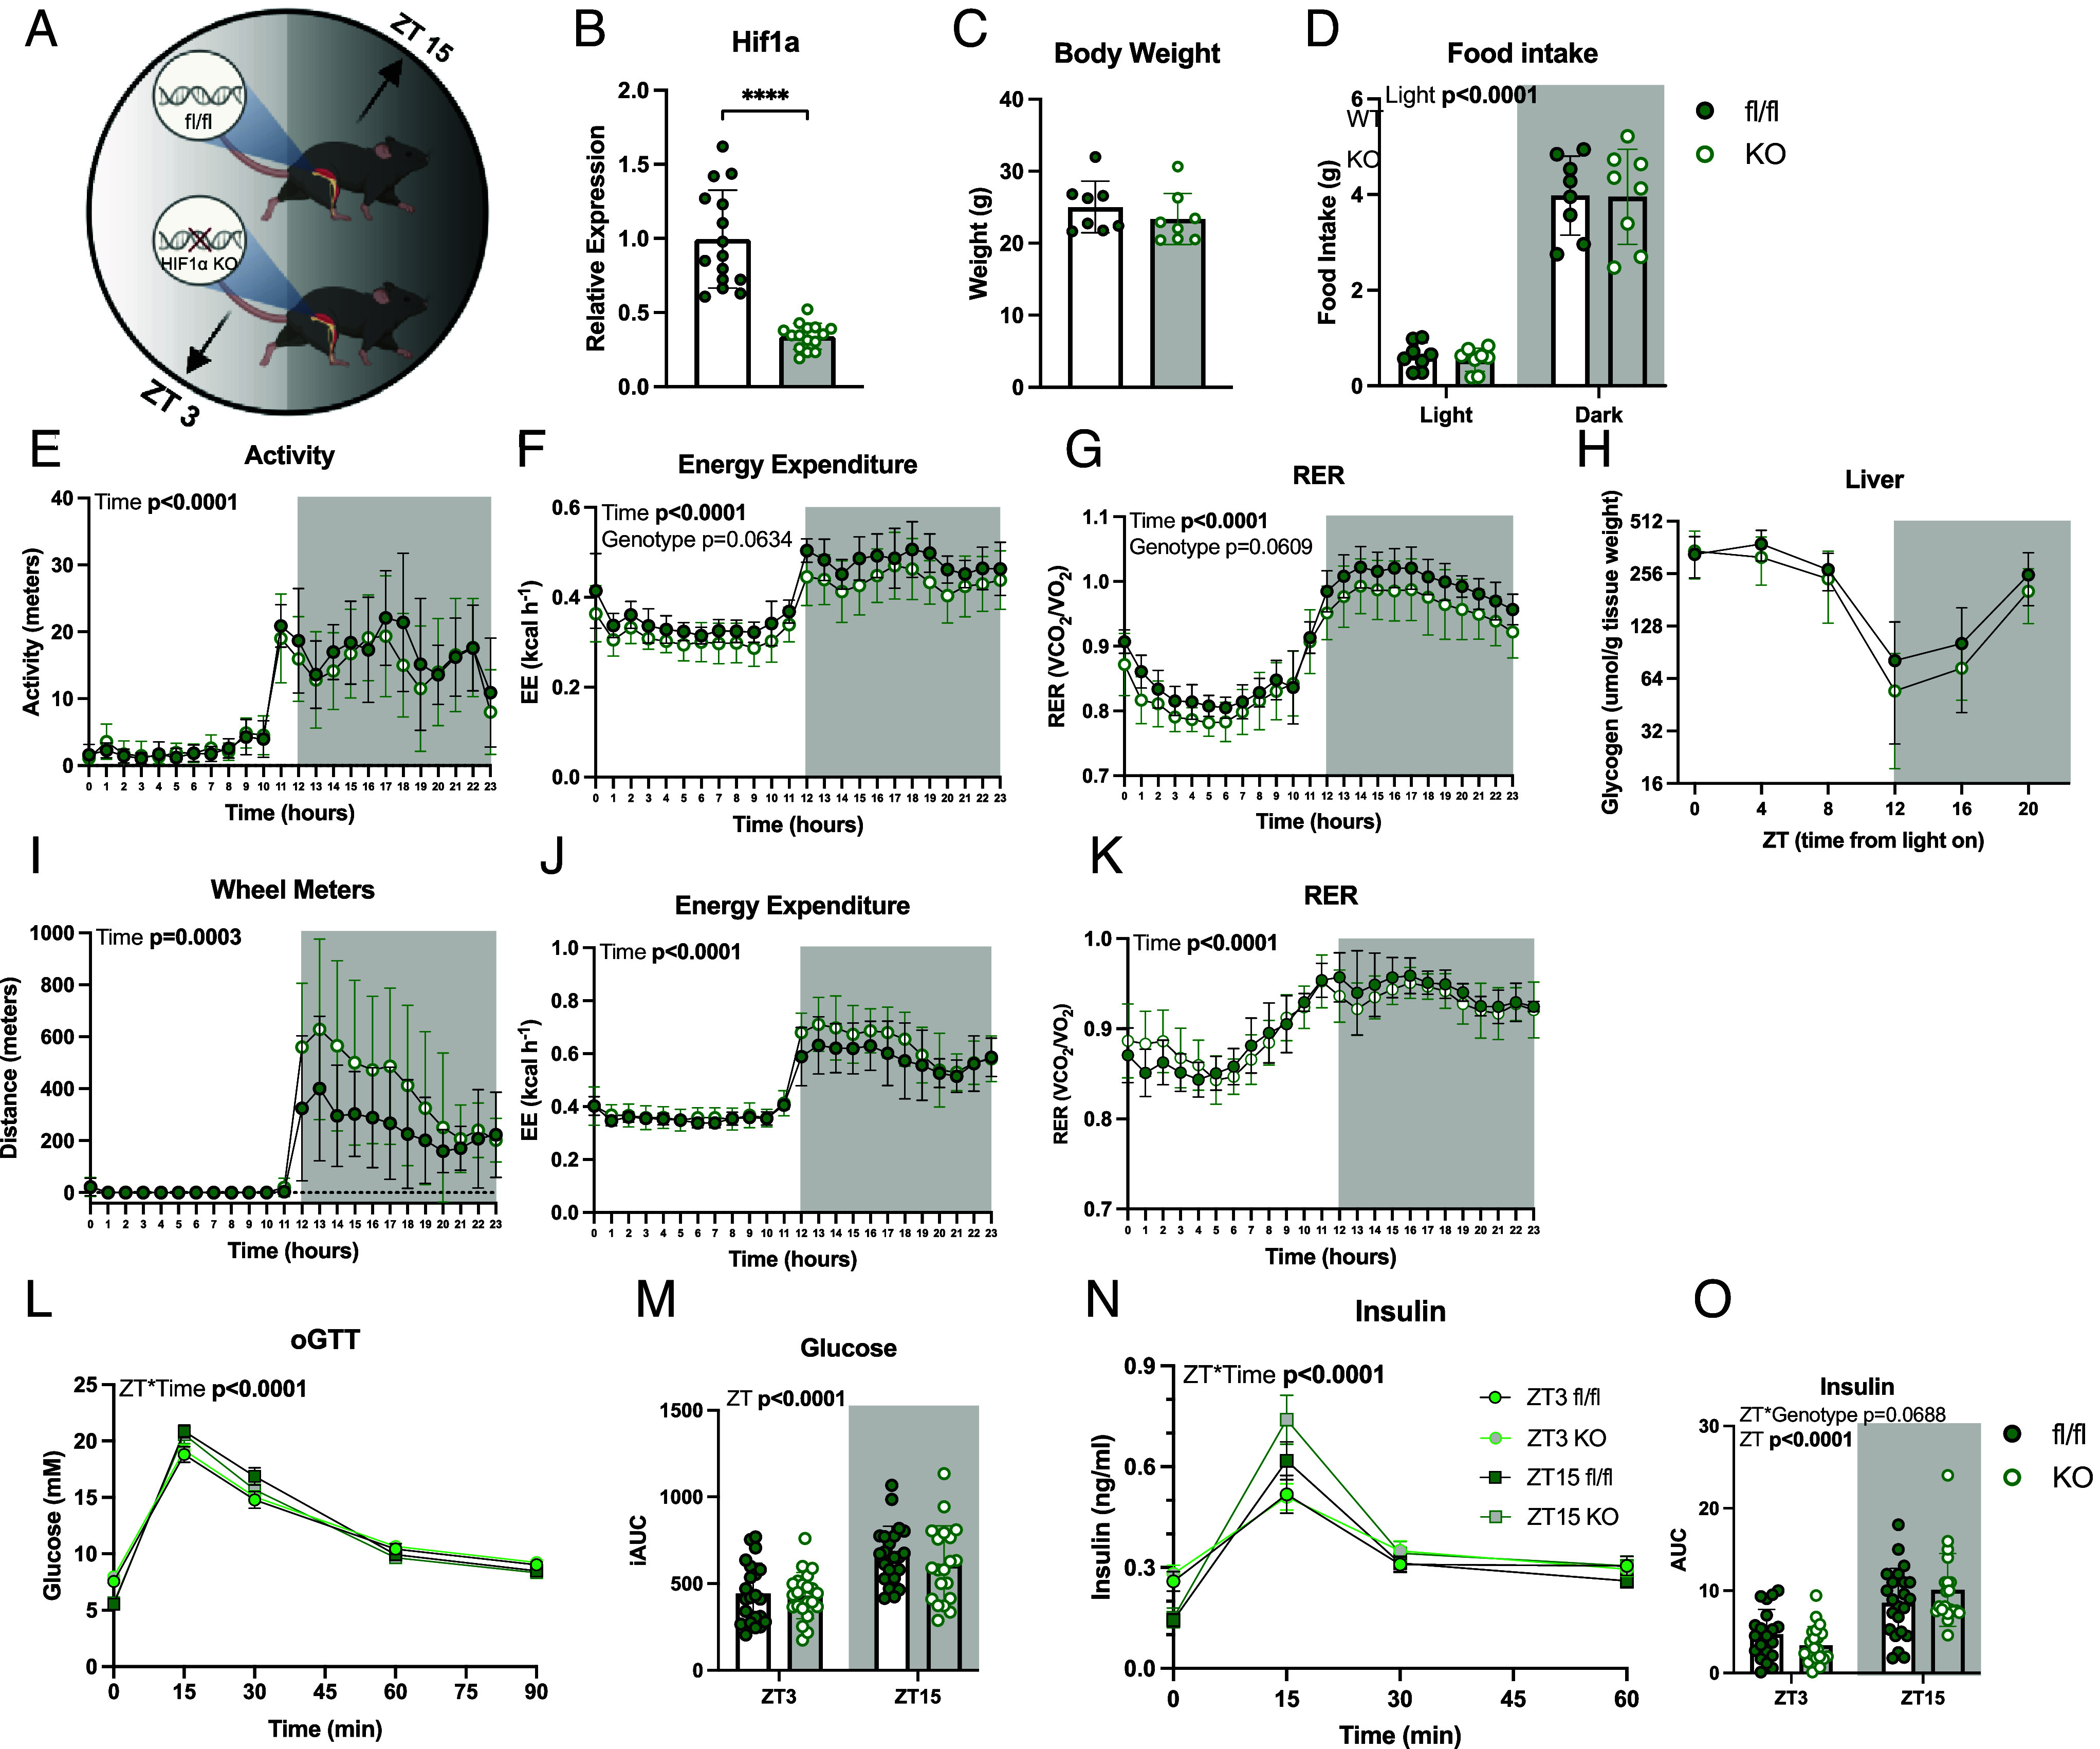
Metabolic phenotyping of Hif1α KO mice. (*A*) Schematic of the skeletal muscle HIF1α KO model. (*B*) *Hif1α* gene expression in quadriceps muscle bulk tissue from fl/fl and HIF1α KO mice (n = 14-16; males). (*C*) Body weight; (n = 8). (*D*) Average food intake during the light phase (ZT0-12) and dark phase (ZT12-24); (n = 8). (*E*) Activity trace over the course of a full 24-h period; (n = 8). Data show average values over hourly intervals. (*F*) EE trace across the 24-h period; (n = 8). Data show average values over hourly intervals. (*G*) RER trace across the 24-h period; (n = 8). Data show average values over hourly intervals. (*H*) Liver glycogen was measured every 4 h over a 24-h period. (*I*) Average distance run on voluntary running wheels across the 24-h light–dark cycle and cumulative meters run during the light and dark phases; (n = 4-8). (*J*) EE across the 24-h light–dark cycle in mice with access to running wheels; (n = 4-8). (*K*) RER across the 24-h light–dark cycle in mice with access to running wheels; (n = 4-8). Values from (*I*–*K*) are an average across a 5-d period. (*L*) Blood glucose measurements collected across a 90 min oGTT conducted at either ZT3 or ZT15; (n = 22-24). (*M*) iAUC of glucose from the oGTT; (n = 22-24). (*N*) Blood insulin measurements occurring during an oGTT at ZT3 and ZT15; (n = 22-24). (*O*) AUC of insulin from oGTT; (n = 22-24). ZT refers to mice undergoing the experiment at ZT3 versus ZT15. Time refers to the subsequent samples obtained from mice undergoing experiment at either ZT3 or ZT15. Genotype refers to fl/fl versus KO mice. Light refers to the summation or average of samples occurring in light phase versus the dark phase. Data are presented as mean values ± the SEM. Statistical significance was tested by unpaired two-tailed Student’s *t* test or two-way ANOVA with the Holm–Šídák post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Significant *P*-values in bold text.

To further examine circadian behavior, we provided mice with voluntary access to running wheels. Over a 5-d recording period following acclimatization, running distance and diurnal patterns were indistinguishable between genotypes, with most activity confined to the dark phase (Fig. 1*I* and *SI Appendix*, Fig. S1*N*). Additionally, when access to a running wheel was allowed, there were no differences in either EE or RER between genotypes (Fig. 1 *J* and *K* and *SI Appendix*, Fig. S1 *O* and P). These findings provide evidence that skeletal muscle-specific HIF1α ablation does not disrupt behavioral rhythmicity or circadian regulation of energy metabolism when measured under standard conditions of 12 h in the light phase and 12 h in the dark phase.

### Glucose Tolerance Varies by Time of Day, Independent of HIF1α Expression.

To assess glucose handling and its relationship to HIF1α, we conducted oral glucose tolerance tests (oGTTs) during two distinct metabolic states. The first state, the early rest phase (ZT3), is characterized by preferential carbohydrate oxidation due to replete liver glycogen stores. The second state, the early active phase (ZT15), is marked by a metabolic shift toward increased lipid oxidation, reflecting depleted liver glycogen levels. Blood glucose and insulin levels were elevated to a greater extent at ZT15 compared to ZT3, irrespective of genotype (Fig. 1 *L*–*O*). The reduced glucose incremental area under the curve (iAUC) at ZT3 reflected a combination of lower basal blood glucose and higher peak blood glucose at ZT15 (Fig. 1 *L* and *M*). These findings highlight time-of-day-specific variations in glucose tolerance that occur independently of HIF1α.

### Skeletal Muscle Molecular Rhythmicity Remains Intact in HIF1α KO Mice.

Given the integral role of HIF1α in circadian regulation through interactions with core clock factors such as *Bmal1, Per2,* and *Cry2* (21–23), we hypothesized that skeletal muscle clock gene expression would be disrupted in HIF1α KO mice in the basal state. However, rhythmic expression of key clock genes (*Bmal1, Clock, Nr1d1, Dbp, Per1,* and *Per2)* was preserved in HIF1α KO mice, with *Cry1* rhythmic only in fl/fl mice. Differential rhythmicity testing revealed no significant differences in molecular rhythmicity between genotypes (*SI Appendix*, Fig. S2). Thus, the absence of skeletal muscle HIF1α does not affect the messenger RNA (mRNA) expression of genes within the core clock machinery.

### HIF1α Ablation Reduces Lactate Production during Graded Exercise.

To investigate exercise performance and metabolism, mice underwent graded exercise testing at ZT3 and ZT15. Both fl/fl and HIF1α KO covered more distance and achieved faster running speeds at ZT3 than ZT15 (Fig. 2*A*), indicating improved performance in the early rest phase. Exercise elevated blood glucose levels at ZT3, but not at ZT15, with similar responses observed in both genotypes (Fig. 2*B* and *SI Appendix*, Fig. S3). As anticipated, lactate levels increased robustly in fl/fl mice following exercise (final) at either timepoint, compared to the pre-exercise (initial) levels. However, this elevation in lactate was not observed in HIF1α KO mice at either timepoint, suggesting a diminished reliance on glycolytic metabolism compared to fl/fl mice (Fig. 2*C* and *SI Appendix*, Fig. S3).

**Fig. 2.**
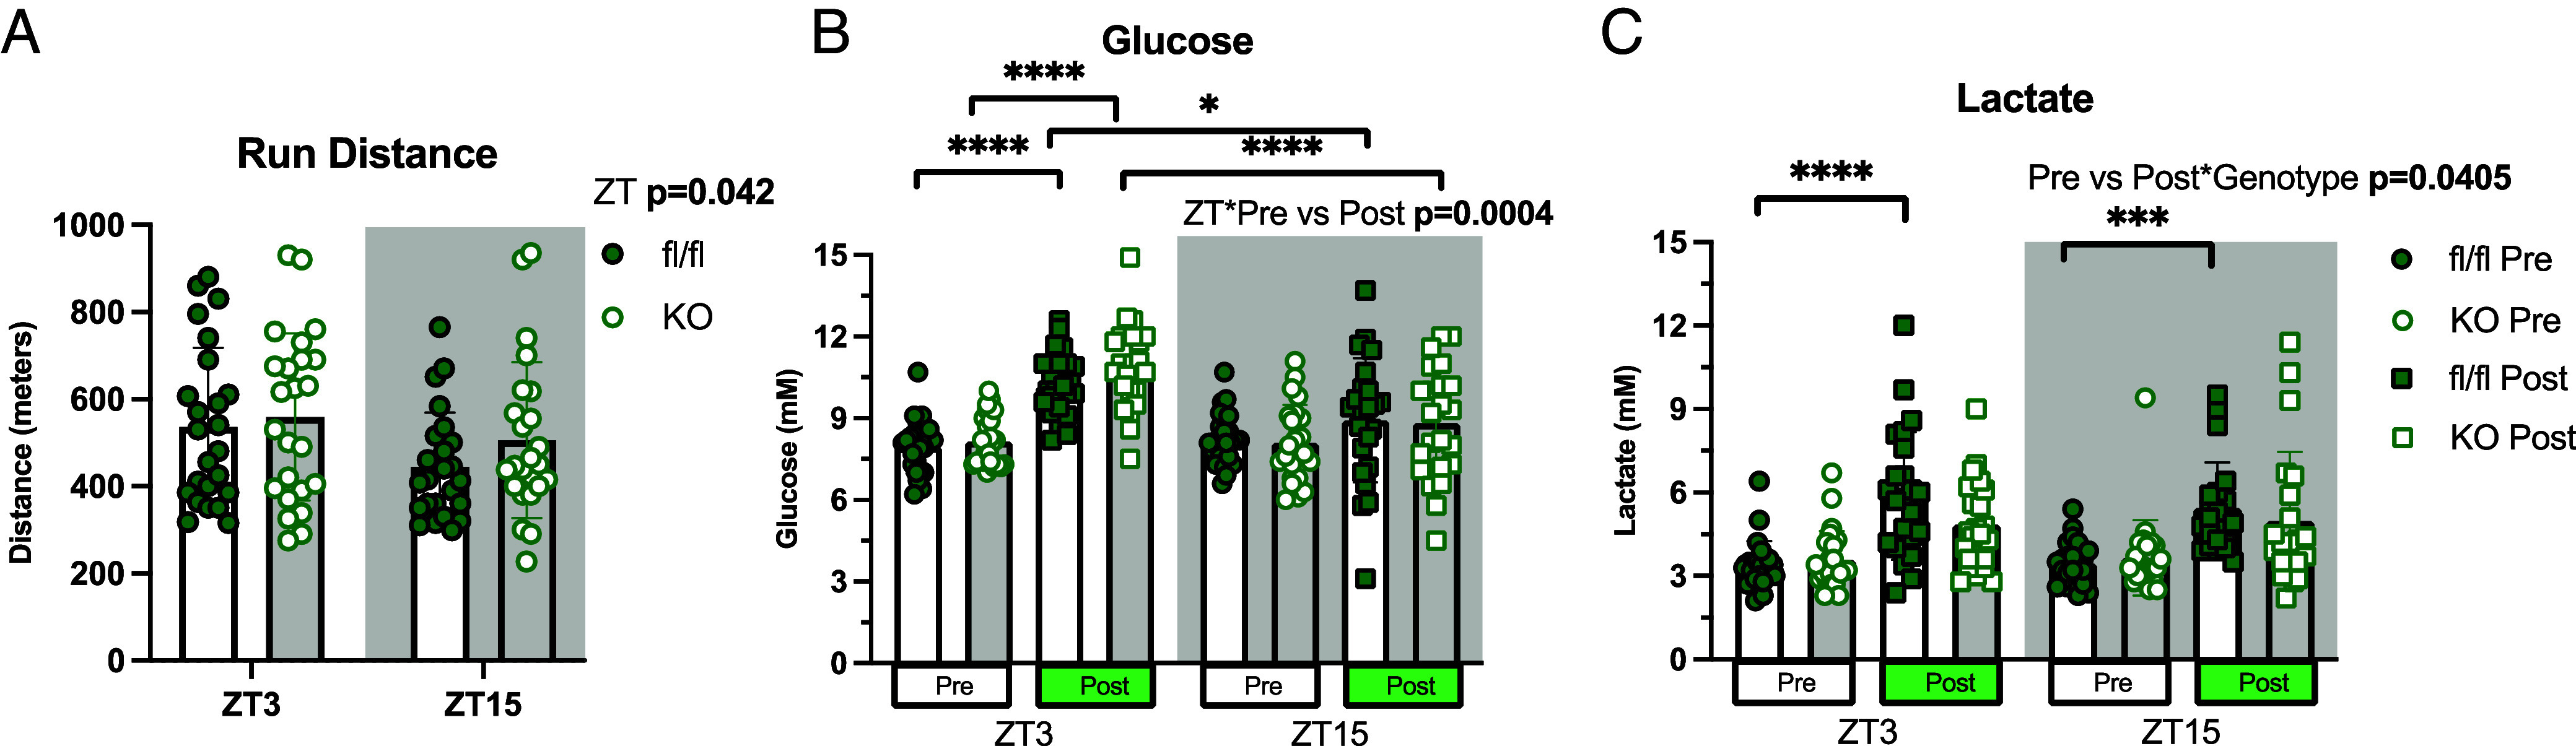
Time-of-day graded exercise test assessment. (*A*) Average running distance during a graded exercise test at ZT3 and ZT15; (n = 24). (*B*) Blood glucose measurements immediately before (pre) and after (post) an exercise test performed at ZT3 and ZT15; (n = 24). (*C*) Lactate measurements prior to pre- and post-graded exercise test; (n = 24). Pre versus Post refers to samples collected immediately prior versus immediately after the exercise bout. Genotype refers to fl/fl versus KO, ZT refers to ZT3 versus ZT15. Data are presented as mean values ± the SEM. Statistical significance was tested by two-way or three-way ANOVA with the Holm–Šídák post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Time-of-Day and HIF1α Modulate Glucose Homeostasis Postexercise.

To assess the combined effects of time-of-day and exercise on glucose handling, we measured glucose dynamics following a 1-h treadmill run preceding an oGTT (Fig. 3*A*). Blood glucose reductions occurred immediately postexercise at ZT15 for both genotypes, whereas at ZT3, all mice had an initial increase in blood glucose levels (Fig. 3 *B* and *C*). At ZT3, blood glucose levels dropped only in exercised fl/fl mice, while they remained elevated in HIF1α KO mice (Fig. 3 *D* and *E*). This observation suggests that exercise induces altered glucose metabolism in the absence of HIF1α.

**Fig. 3.**
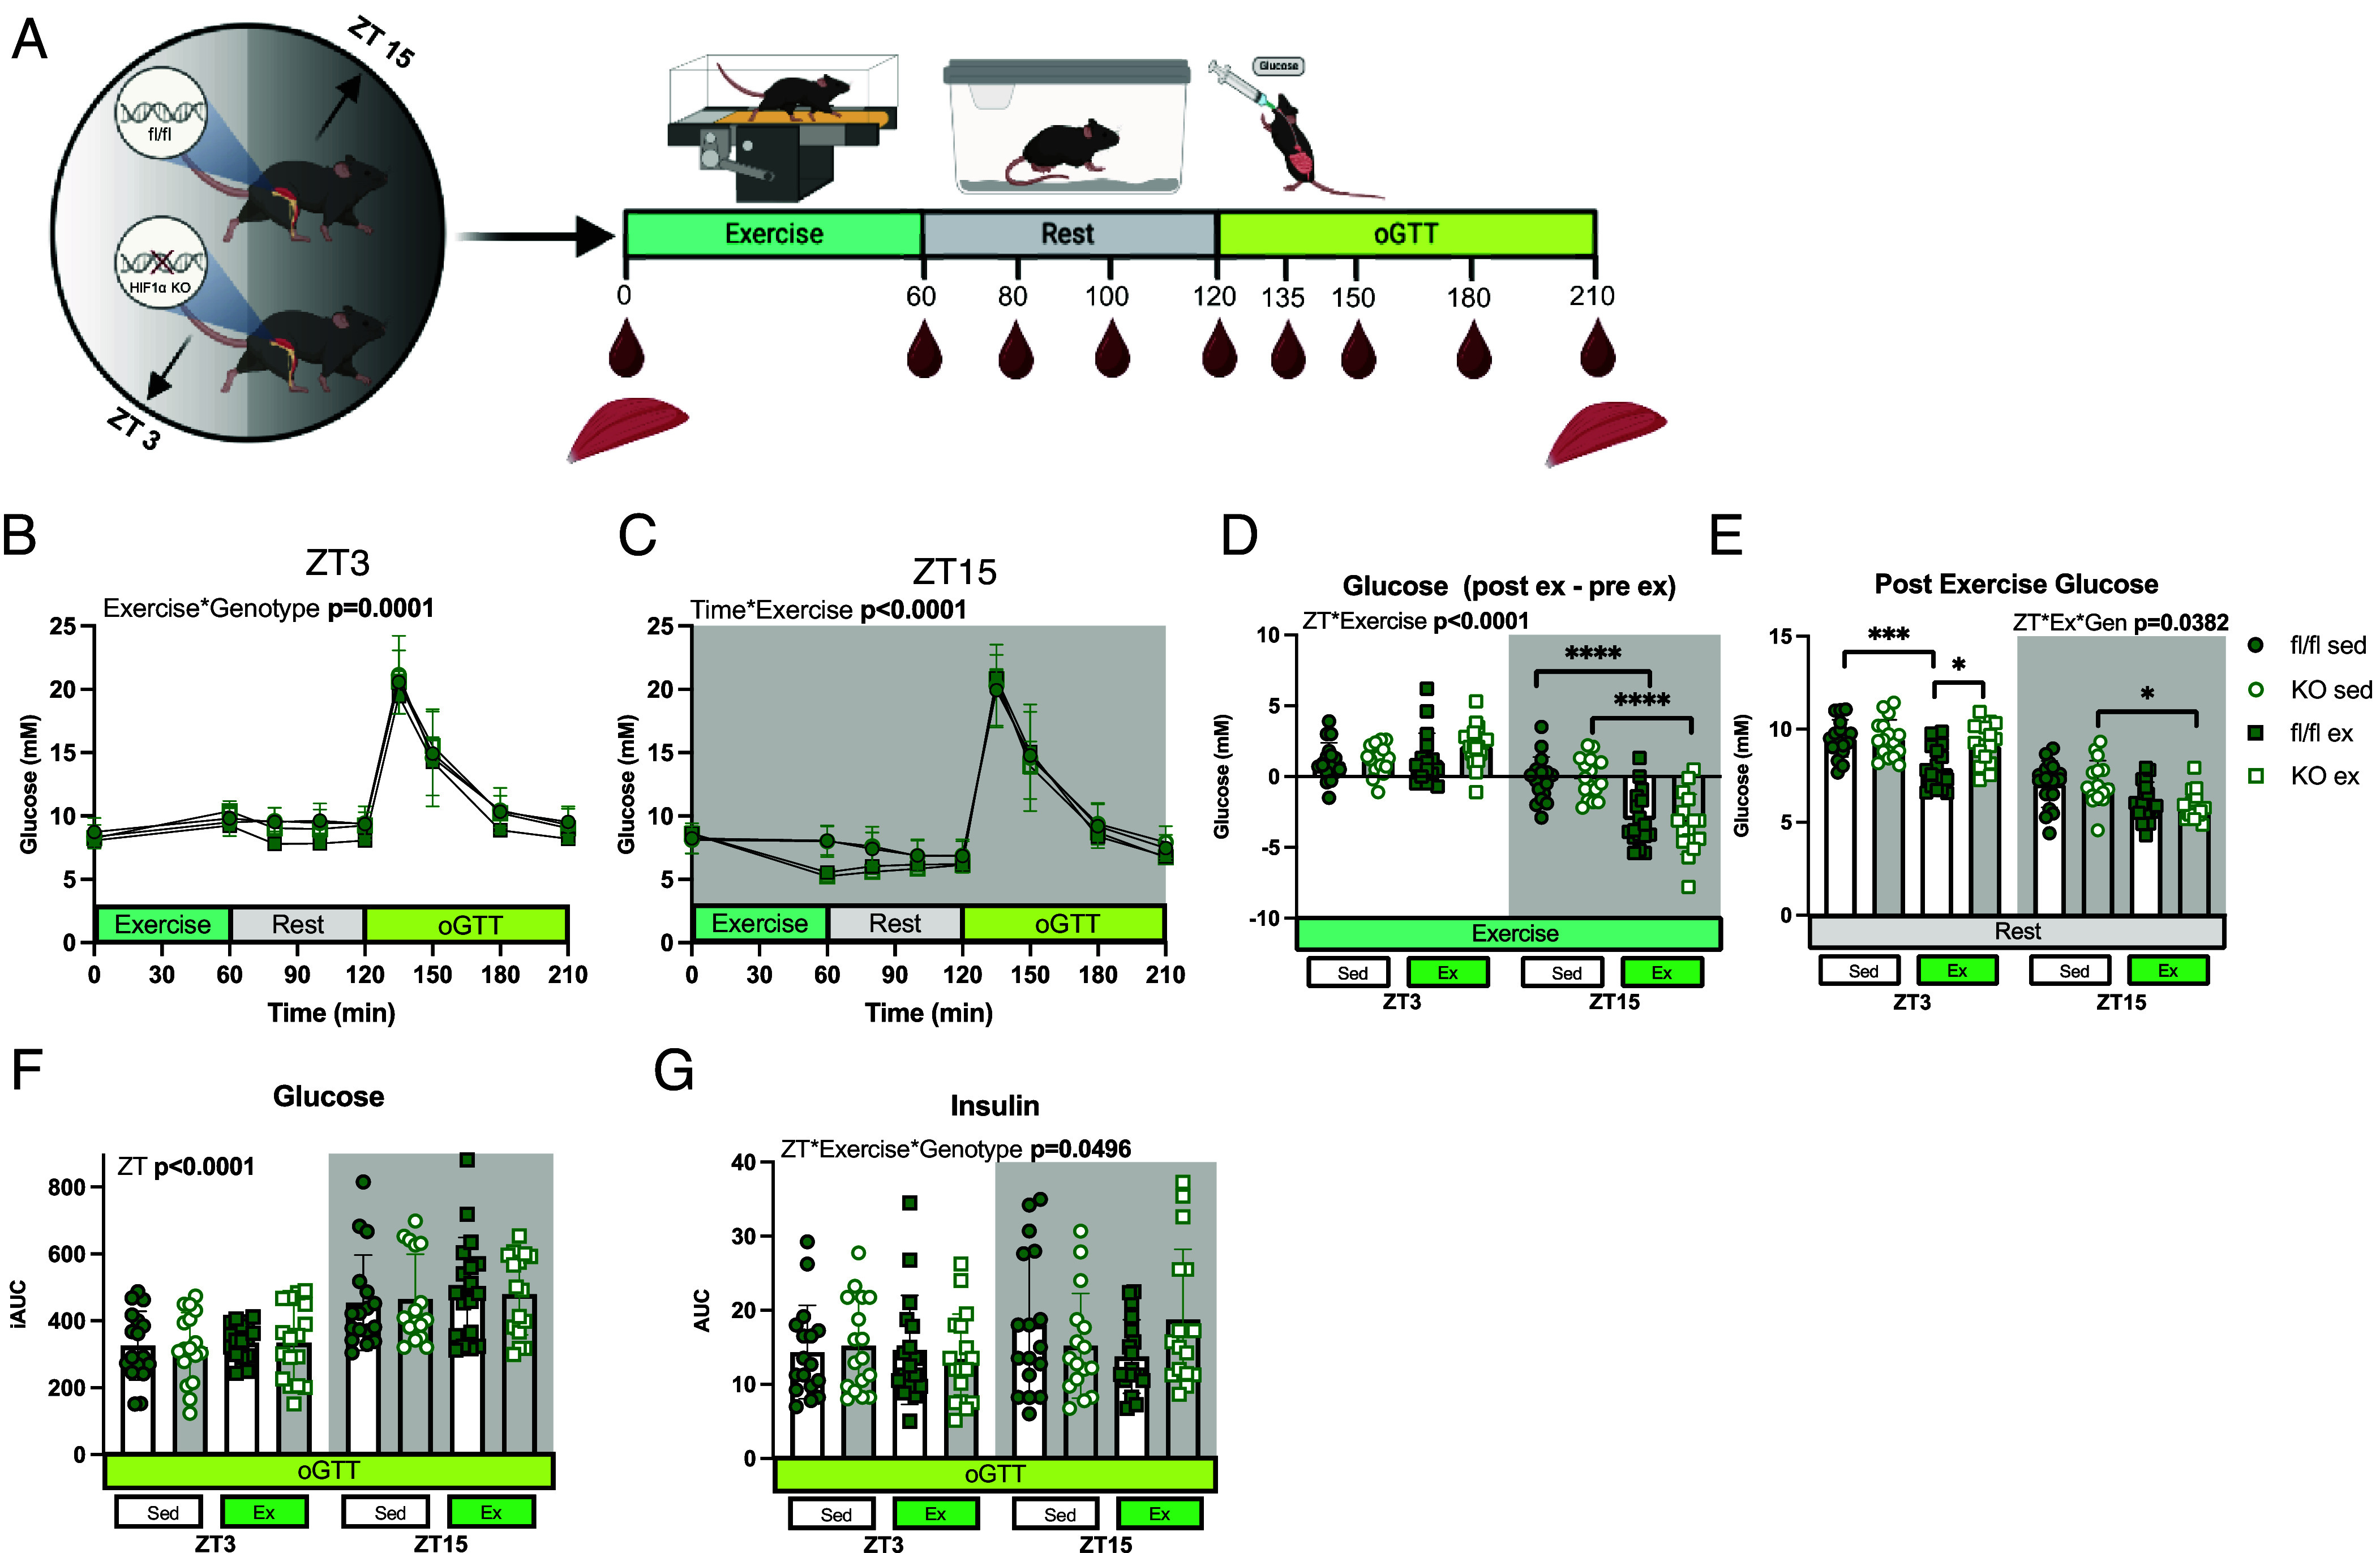
Metabolic response to an acute bout of exercise at ZT3 versus ZT15. (*A*) Schematic of experimental design. (*B*) Blood glucose measurements at ZT3 and (*C*). Blood glucose measurements at ZT15 before and after an acute exercise bout, during the rest period following the exercise, and during a 90 min oGTT; (n = 16-18). (*D*) Change in blood glucose from exercise (pre-exercise blood glucose; timepoint 0 min, subtracted from post exercise blood glucose; timepoint 60 min) at ZT3 and at ZT15. (*E*) Average blood glucose measurements during the rest period following exercise. (*F*) Blood glucose AUC from oGTT at ZT3 and ZT15. (*G*) Insulin AUC from oGTT. ZT refers to mice undergoing the experiment at ZT3 versus ZT15. Time refers to the subsequent samples obtained from mice undergoing experiment at either ZT3 or ZT15. Genotype (Gen) refers to fl/fl versus KO mice. Exercise (Ex) refers to exercised mice versus sedentary control mice. Data are presented as mean values ± the SEM. Statistical significance was tested by two-way or three-way ANOVA with the Holm–Šídák post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Glucose dynamics resulting from the oGTT differed by time of day, but not by genotype (Fig. 3*F*). However, a three-way interaction was observed between time of day (ZT), exercise, and genotype in the insulin response (Fig. 3*G* and *SI Appendix*, Fig. S4). At the 15-min timepoint, a two-way interaction between exercise and genotype was detected, with a trend toward elevated insulin levels in exercised HIF1α KO mice compared to exercised fl/fl mice; however, post hoc comparisons did not reach statistical significance. These results suggest a potential difference in insulin dynamics at ZT15, with exercised HIF1α KO mice requiring higher insulin levels to achieve the same blood glucose concentration as sedentary HIF1α KO mice and fl/fl mice (Fig. 3*G* and *SI Appendix*, Fig. S4). Glycogen metabolism in skeletal muscle and liver, as well as plasma NEFA levels, were comparable between genotypes in response to exercise though HIF1α KO mice, at ZT15, replenished glycogen to a greater degree than fl/fl mice in the gastrocnemius (*SI Appendix*, Fig. S5 *A*–D).

To investigate the observed differences in blood glucose following treadmill exercise at ZT3, we selected this timepoint to measure glucose oxidation postexercise. Immediately after running, mice received an oral bolus of U^13^C-glucose, and expired ^13^CO_2_ was measured (Fig. 4*A*). Exercise increased glucose oxidation in both genotypes; however, HIF1α KO mice exhibited reduced glucose oxidation both with exercise and at rest (Fig. 4 *B* and *C*). To further elucidate the mechanism underlying the reduced glucose oxidation in HIF1α KO mice at ZT3, tissues were collected 20 min postexercise following intravenous administration of U^13^C-glucose. The isotopologues are presented to show which specific carbon positions were isotopically labeled in the measured metabolites, allowing us to trace the metabolic fate of the administered glucose. As expected, exercise stimulated glycolytic metabolism in both fl/fl and KO mice, reflected by a reduction in the fraction of unlabeled (m + 0) isotopologues and an increase in labeled glucose-6-phosphate (m + 3), lactate (m + 2, m + 3), and pyruvate (m + 1, m + 2, m + 3) in the quadriceps muscle (Fig. 4*D*). In HIF1α KO mice, however, the fraction of labeled glucose (m + 1, m + 2, and m + 5) and lactate (m + 2) was reduced compared to fl/fl mice (Fig. 4 *E* and *F* and *SI Appendix*, Fig. S6). Conversely, the fraction of labeled mannose-6-phosphate (m + 5) was increased in HIF1α KO mice under both sedentary and exercise conditions, as well as compared to fl/fl mice during exercise (Fig. 4 *E* and *F*). These findings suggest that glucose utilization is diminished in HIF1α KO mice, accompanied by a shift toward increased mannose-6-phosphate metabolism during exercise in the early rest phase. 

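Transcripts of fructose, glucose, and mannose metabolism were measured by RNA sequencing of gastrocnemius muscle from fl/fl and HIF1α KO mice that were sedentary or exercised at ZT3 or ZT15. Each group held 8 mice, except 7 in the exercised HIF1α KO group at ZT3. The authors' read counts per gene were scaled by library size with edgeR's TMM method and expressed as CPM. Genotypes were compared with edgeR's quasi-likelihood test, with sex as a covariate and Benjamini-Hochberg adjustment over 15241 genes. Mpi (ENSMUSG00000032306.14) lies on chromosome 9 of GRCm38, the assembly also named mm10, from 57544256 to 57552763 and is protein coding. Its expression was 38.8 ± 5.09 CPM (SD, n = 31) in HIF1α KO mice and 34.4 ± 3.78 CPM (SD, n = 32) in fl/fl mice. Averaged over the 4 combinations of treatment and time of day, the log2 fold change was 0.18 (SE 0.0460, adjusted p = 0.0148). Within each combination the log2 fold change of Mpi was between 0.16 and 0.19, and the adjusted p was between 0.288 and 0.749. Among the alternative models, the estimate moved most when the share of counts on mitochondrial rRNA was a covariate, to 0.16 (adjusted p = 0.0148). The sample labels number the mice from 1 to 64, and library composition differed between the 4 consecutive blocks of 16 numbers. With this block as a covariate, the log2 fold change of Mpi was 0.17 (adjusted p = 0.0135). It was also 0.17 (adjusted p = 0.0212) when a library of low coverage from an additional exercised HIF1α KO mouse at ZT3 was included.

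In sedentary mice at ZT3, Gpd2 (ENSMUSG00000026827.12, chromosome 2 from 57237635 to 57370719) was at 264 ± 30.1 CPM (SD, n = 8) in HIF1α KO and 213 ± 35.4 CPM (SD, n = 8) in fl/fl mice. The log2 fold change was 0.32 (SE 0.0765, adjusted p = 0.0439 from edgeR). C1qtnf12, Rxylt1, Haghl, and Sord were upregulated in exercised HIF1α KO mice at ZT3, with log2 fold changes of 0.73, 0.37, 0.54, and 0.35 and adjusted p of 0.0516, 0.0735, 0.0796, and 0.0981. Pomgnt1 and Gpt2 had log2 fold changes of 0.33 each (adjusted p = 0.122 and 0.137), and Nfe2l1 had one of −0.25 (adjusted p = 0.157). These 3 did not pass the FDR threshold of 0.1 over all genes. Adjusted over the 9 genes labelled in Fig. 4G alone, 8 passed in exercised mice at ZT3, 7 of them higher in HIF1α KO mice. In the average over the 4 combinations 9 passed, 8 of them higher. The paper labelled these genes from the same mice, which favors passing. On average over the 4 combinations, Gpd2, Sord, Gpt2, C1qtnf12, Pomgnt1, Haghl, and Rxylt1 were higher in HIF1α KO mice and passed over all genes, with log2 fold changes of 0.19, 0.25, 0.22, 0.325, 0.17, 0.23, and 0.14 (adjusted p = 0.00112, 0.000937, 0.00784, 0.0210, 0.0375, 0.0489, and 0.0792), and Nfe2l1 had −0.10 (adjusted p = 0.166). In this average, Rxylt1 no longer passed with the block of mouse numbers as a covariate (adjusted p = 0.155), while the other 6 did. With the block of mouse numbers as a covariate, Gpd2 still passed in sedentary mice (adjusted p = 0.0528). In exercised mice C1qtnf12, Rxylt1, Haghl, and Sord no longer passed (adjusted p = 0.324, 0.409, 0.299, and 0.434). With the library of low coverage included, Gpd2 in sedentary mice and Sord in exercised mice had adjusted p of 0.173 and 0.123. Over a set of 24 tested genes of mannose and fructose metabolism, the mean log2 fold change averaged over the 4 combinations was 0.038, with 14 of 24 genes higher in HIF1α KO mice (adjusted p = 0.406, limma's camera test with Benjamini-Hochberg adjustment over 16 gene sets).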

Supporting this, mRNA expression of genes involved in fructose, glucose, and mannose metabolic pathways were elevated in HIF1α KO compared to fl/fl mice, including *Mpi*, which encodes the isomerase responsible for converting fructose-6-phosphate to mannose-6-phosphate (Fig. 4 *F* and *G* and *SI Appendix*, Fig. S6*B*).

**Fig. 4.**
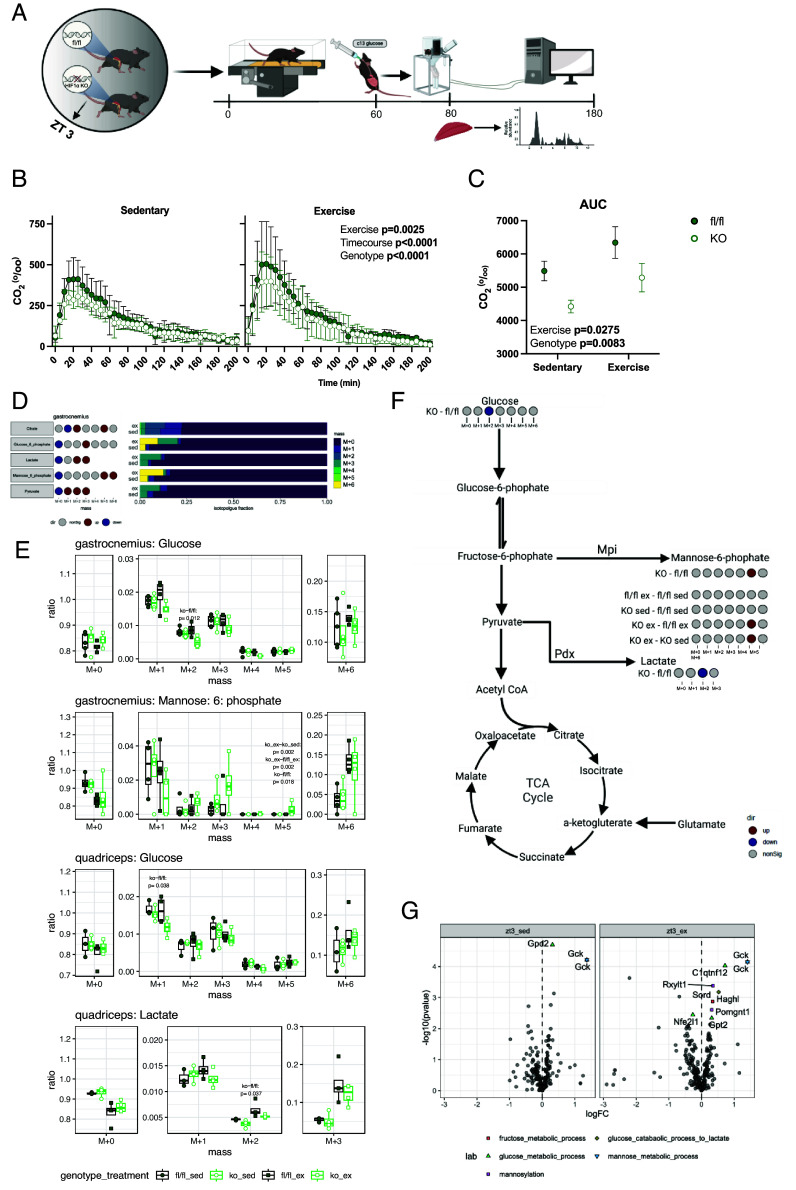
Metabolic fate of a glucose load following an exercise at ZT3. (*A*) Overview of the experimental procedures. (*B*) Whole body glucose oxidation measured via exhaled ^13^CO_2_ and (*C*). Accumulative whole body glucose oxidation following a 1 h acute exercise bout. (*D*) Effect of acute exercise on ^13^C fractions of metabolites gastrocnemius muscle following ^13^C-glucose administration (n = 8). Gray circles indicate no significant changes in isotopologue between sedentary (fl/fl and KO mice) and exercised (fl/fl and KO mice) and red circles indicate a significant increase while blue indicate a significant decrease. (*E*) Altered ^13^C fractions of metabolites in skeletal muscle between fl/fl and HIF1α KO mice in sedentary and exercised conditions. (*F*) Summary of significantly altered ^13^C fractions of metabolites between fl/fl and HIF1α KO mice in sedentary and exercised conditions in skeletal muscles (n = 8). (*G*) mRNA expression levels of genes in the glycolytic pathway differentially expressed in fl/fl and HIF1α KO mice at ZT3 in sedentary and exercised conditions (n = 8). Data are presented as mean values ± the SD. Statistical significance was tested by two-way or three-way ANOVA with the Holm–Šídák post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### HIF1α KO Induces a Shift toward Oxidative Metabolism in Skeletal Muscle.

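Gastrocnemius muscle was collected 3 h after a 60 min treadmill run or sedentary period from 64 mice, with 8 mice (4 males and 4 females) in each of the 8 groups defined by genotype, time of day, and treatment. ZT3 and ZT15 name the time of the run or sedentary period, so the muscle itself was taken later than these hours. The fl/fl mice were littermates of the HIF1α KO mice. Poly-A RNA was sequenced as paired-end reads. The authors aligned the reads to mm10 with STAR, counted them per gene with featureCounts and deposited the counts without normalization. The paper's text does not give the annotation release, the strand setting, or the handling of reads that map to several genes. Counts of overlapping genes, antisense genes, and near-identical gene copies are therefore uncertain. Of the 55401 gene identifiers, 55141 matched the GENCODE M21 annotation of GRCm38, which supplied symbols and coordinates, and 260 did not.

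The library of mouse 44, an exercised HIF1α KO male at ZT3, held 382 counts and was not used by the paper because of its low coverage. The remaining 63 libraries held a median of 16236352 counts. In sedentary fl/fl mice, total counts ranged from 8738561 to 30902360 (median 17417940) at ZT3 and from 2767721 to 32852859 (median 12186695) at ZT15. In exercised fl/fl mice they ranged from 2359780 to 21198629 (median 14151994) at ZT3 and from 7592871 to 18903857 (median 15565469) at ZT15. In sedentary HIF1α KO mice they ranged from 9644282 to 40377963 (median 18528754) at ZT3 and from 4180403 to 35171742 (median 19136584) at ZT15. In exercised HIF1α KO mice they ranged from 9592818 to 25346835 (median 17844184) at ZT3 and from 7751390 to 21373659 (median 12280791) at ZT15.

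The targeted gene Hif1a (ENSMUSG00000021109.13) lies on chromosome 12 of GRCm38 from 73901375 to 73947530. Its counts over the whole gene were 36.4 ± 4.80 CPM (SD, n = 31, from 28.8 to 49.7) in HIF1α KO mice and 36.4 ± 6.31 CPM (SD, n = 32, from 25.9 to 57.3) in fl/fl mice. The log2 fold change was 0.0042 (SE 0.0492, adjusted p = 0.979 from edgeR's quasi-likelihood test). The floxed exon 2, from 73926557 to 73926747, makes up 191 of the 4724 bp of the transcript with 15 exons, or 4.04%. A count over the whole gene includes the other exons, so Hif1a counts could not check the genotype labels. The sex labels were checked with Xist, which had 451 to 7008 counts in female and 0 to 29 in male libraries, and Ddx3y, which had 0 to 21 and 290 to 4278. No 2 libraries of a group held identical counts, and the most similar of the 217 pairs differed with a chi-square of 4.03 per degree of freedom.

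Library composition followed the mouse number. The mitochondrial rRNA genes mt-Rnr1 and mt-Rnr2 took a median of 6.55% of the counts in mice 1 to 16, 1.84% in mice 17 to 32, 2.67% in mice 33 to 48, and 5.13% in mice 49 to 64. These 4 blocks of numbers explained 65.2% of the variance of the log2 share (permutation test over 100000 shuffles, p = 1e-05, the smallest that this number of shuffles can give), against 20.5% for the 8 groups (permutation p = 0.0671). They also explained 61.1% of the variance of the first principal component of expression, which held 12.8% of the total variance, against 23.9% for the 8 groups (permutation p = 0.0290). The labels and the paper's text do not name a batch. The groups were spread unevenly over the blocks: the exercised ZT3 groups held 4, 0, 2, and 2 fl/fl mice and 1, 3, 1, and 2 HIF1α KO mice in the 4 blocks. Each comparison was therefore also fitted with the block as a covariate.

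Genes were kept by edgeR's filterByExpr, which left 15241, and group differences were tested with TMM normalization and the design of group plus sex over all 63 libraries. A transcript was counted as differentially expressed at an adjusted p under 0.1. The number of transcripts changed with the test, the threshold, the sex term, the filter on low counts, and the block of mouse numbers.

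**Figure D1:**
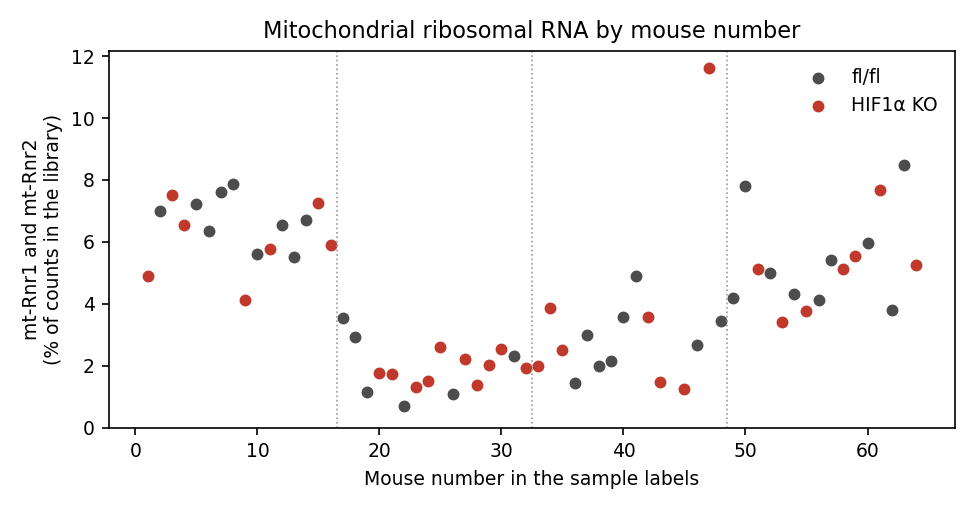
Share of counts on the mitochondrial rRNA genes mt-Rnr1 and mt-Rnr2 (%, vertical axis) in the 63 libraries used, by mouse number (horizontal axis). Gray points are fl/fl and red points HIF1α KO mice, and dotted lines separate the blocks of 16 mouse numbers. Shares in mice 17 to 32 lie between 0.712% and 3.54%, below those of mice 1 to 16, which lie between 4.12% and 7.88%.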

To gain insight into transcriptional adaptations underlying the observed metabolic phenotypes, we conducted transcriptomic analysis of the gastrocnemius muscle collected after a 60 min acute exercise bout occurring at either ZT3 or ZT15 from sedentary and exercised mice. 

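Averaged over sedentary and exercised mice at both times of day, 713 transcripts were higher and 546 lower in HIF1α KO than in fl/fl mice (31 against 32 mice, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.1). Among the alternatives, an adjusted p under 0.05 moved these numbers most, to 379 higher and 316 lower. The DESeq2 Wald test gave 749 higher and 719 lower, and 1242 transcripts passed in both tests. When the block of mouse numbers was a covariate, 602 were higher and 530 lower, and 976 of the transcripts were shared with the fit without it. Including the library of mouse 44 gave 584 higher and 507 lower.

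The smallest p-value belonged to Itga4 (ENSMUSG00000027009.18), a protein-coding gene on chromosome 2 from 79255426 to 79333123. It had a log2 fold change of −0.93 (SE 0.0873, adjusted p = 1.69e-11). Slc4a10 (ENSMUSG00000026904.17, chromosome 2 from 62046462 to 62326730) followed with −2.31 (SE 0.243, adjusted p = 6.57e-10). Its mean expression was at most 1.45 CPM in any group. Gm13490 (ENSMUSG00000085014.1), a long intergenic noncoding RNA on chromosome 2 from 51656966 to 51732009, had −1.94 (SE 0.214, adjusted p = 3.88e-09). The log2 fold changes of the 3 genes were −0.95, −2.45, and −1.95 with the block as a covariate. Cd28 (chromosome 1 from 60716800 to 60773359), Sorbs2 (chromosome 8 from 45507788 to 45827906), and Pde7a (chromosome 3 from 19223108 to 19311322) were lower, with log2 fold changes of −1.73, −0.62, and −0.76 (adjusted p = 9.55e-09, 3.88e-09, and 9.55e-09).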

HIF1α KO mice exhibited distinct transcriptional profiles, with 724 transcripts upregulated and 749 downregulated compared to fl/fl mice (*SI Appendix*, Fig. S7*A*). Gene ontology analysis revealed an enrichment of pathways related to oxidative metabolism and mitochondrial function in HIF1α KO mice, aligning with the increased reliance on oxidative metabolism (*SI Appendix*, Fig. S7*B*). 

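Enrichment was measured on 80 tested genes that encode nuclear subunits of the oxidative phosphorylation (OXPHOS) complexes, in place of the gene ontology terms. Averaged over the 4 combinations of treatment and time of day, 79 of the 80 genes were higher in HIF1α KO mice, with a mean log2 fold change of 0.18 (adjusted p = 6.99e-23, limma's camera test with Benjamini-Hochberg adjustment over 16 gene sets). Single genes moved little: 38 of the 80 passed an adjusted p under 0.1 over all 15241 genes, and 69 passed when adjusted over the 80 genes alone, all of them higher. Camera was run with an assumed inter-gene correlation of 0.01, while the estimated correlation of the 80 genes across mice was 0.512. With the estimated correlation in its place, which was the alternative that moved this result most, the adjusted p was 0.178 (unadjusted p = 0.0395). The rotation test fry, which keeps the correlation between genes, gave an adjusted p of 0.00501. With the block of mouse numbers as a covariate the mean log2 fold change was 0.13, again with 79 genes higher, and with mouse 44 included it was 0.17.

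Mitochondrial ribosomal protein genes had a mean log2 fold change of 0.14 (74 of 77 higher, adjusted p = 3.33e-17 from camera) and genes of respiratory complex assembly one of 0.12 (44 of 48 higher, adjusted p = 1.89e-09). Fatty acid oxidation genes had 0.092 (16 of 19 higher) and genes of the tricarboxylic acid cycle 0.081 (13 of 18 higher), each with an adjusted p of 0.00124. Cytoplasmic ribosomal protein genes were higher as well, by 0.12 (81 of 85 higher, adjusted p = 7.66e-11). The 7 tested OXPHOS genes of the mitochondrial genome had a mean of −0.10 (2 of 7 higher, adjusted p = 0.738), and the glycolytic genes a mean of 0.017 (11 of 18 higher, adjusted p = 0.491).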

Notably, transcriptional differences between ZT3 and ZT15 in both exercise and sedentary states were quantitatively greater in fl/fl mice (sedentary = 451, postexercise = 273) compared to HIF1α KO mice (sedentary = 101, exercise = 191) (Fig. 5*A*). 

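Between ZT15 and ZT3, 286 transcripts differed in sedentary fl/fl mice (165 higher and 121 lower at ZT15), 180 in exercised fl/fl mice (87 and 93), 73 in sedentary HIF1α KO mice (45 and 28), and 101 in exercised HIF1α KO mice (68 and 33). These comparisons each used 8 mice per group, or 7 for exercised HIF1α KO mice at ZT3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.1). The choice that moved the sedentary fl/fl number most was the block of mouse numbers as a covariate. The 4 numbers then were 878, 151, 92, and 149, and 283 of the 286 transcripts of sedentary fl/fl mice passed in both fits. DESeq2 gave 446, 273, 100, and 190, and including mouse 44 gave 278, 155, 65, and 94.

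Transcripts that passed in one genotype often changed the same way in the other. Of the 286 transcripts of sedentary fl/fl mice, 266 had the same sign in sedentary HIF1α KO mice and 47 passed in both. Their median absolute log2 fold change was 0.64 in fl/fl mice, and the median change of the same transcripts in HIF1α KO mice was 0.28 in that direction. These transcripts were chosen for their change in fl/fl mice, which enlarges the first median. Of the 73 transcripts of sedentary HIF1α KO mice, chosen the other way round, 72 had the same sign in fl/fl mice, with medians of 0.79 in HIF1α KO and 0.69 in fl/fl mice. In exercised mice, 143 of the 180 fl/fl transcripts had the same sign in HIF1α KO mice, 36 passed in both, and the medians were 0.60 and 0.22. Of the 101 transcripts of exercised HIF1α KO mice, 81 had the same sign in fl/fl mice. Their medians were 0.77 in HIF1α KO and 0.35 in fl/fl mice. The clock transcripts Nr1d1 and Dbp were lower in the ZT15 than in the ZT3 group of sedentary mice of both genotypes. Their log2 fold changes were −2.25 and −1.67 in fl/fl and −2.15 and −1.84 in HIF1α KO mice. Arntl was higher, by 1.06 in fl/fl and 1.07 in HIF1α KO mice. The muscle was taken 3 h after the run or sedentary period, so these are not differences between the hours ZT3 and ZT15 themselves.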

Among these, 317 transcripts were unique to sedentary fl/fl mice and 193 were unique to postexercise fl/fl mice, suggesting that HIF1α is essential for time-of-day-dependent transcriptional regulation. 

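Across the same 4 comparisons of ZT15 with ZT3, 474 transcripts passed in at least 1 and 24 in all 4. Of these, 198 passed only in sedentary fl/fl mice, 119 only in exercised fl/fl mice, 19 only in sedentary HIF1α KO mice, and 41 only in exercised HIF1α KO mice. Passing in a single group depended on the threshold and on the model. Under the model with the block of mouse numbers, 740 passed only in sedentary fl/fl mice and 71 only in exercised fl/fl mice, with 25 and 51 in the HIF1α KO groups. With the DESeq2 Wald test, 313, 195, 30, and 87 passed only in the 1 group. The genotype difference at ZT3 minus that at ZT15 was tested directly in edgeR. It passed an adjusted p under 0.1 for 0 transcripts in sedentary mice and for 0 in exercised mice. At an unadjusted p under 0.05 the numbers were 535 and 2323, and with the block of mouse numbers as a covariate 1124 and 727. The DESeq2 Wald test gave 2 and 29 at an adjusted p under 0.1.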

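In the comparison of ZT15 with ZT3, the 80 OXPHOS subunit genes had a mean log2 fold change of −0.24 in sedentary fl/fl mice (6 of 80 higher, adjusted p = 6.37e-11 from limma's camera) and −0.026 in sedentary HIF1α KO mice (23 of 80 higher, adjusted p = 0.413). After exercise it was 0.20 in fl/fl mice (75 of 80 higher, adjusted p = 8.69e-09) and −0.17 in HIF1α KO mice (6 of 80 higher, adjusted p = 3.72e-07). When adjusted over all genes, 0 single OXPHOS genes passed in these 4 comparisons in edgeR. In sedentary fl/fl mice, 11 passed with the block of mouse numbers as a covariate and 2 with the DESeq2 Wald test, all lower at ZT15. Adjusted over the 80 genes alone, 37 passed in sedentary fl/fl mice, all lower at ZT15, and 0 in the other comparisons.

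An OXPHOS score per mouse, the mean of the 80 centered log2 CPM values, was −0.192 ± 0.115 (SD, n = 8) at ZT15 and 0.0327 ± 0.210 (SD, n = 8) at ZT3 in sedentary fl/fl mice. This difference of −0.22 had an exact two-sided permutation p of 0.0106 (adjusted p = 0.0423 over the 8 comparisons made with this score). The score differed by −0.046 in sedentary HIF1α KO mice (exact permutation p = 0.70), by 0.19 in exercised fl/fl mice (exact permutation p = 0.0688), and by −0.16 in exercised HIF1α KO mice (exact permutation p = 0.230). Within the 4 blocks of mouse numbers, the difference in sedentary fl/fl mice was −0.12, −0.62, −0.091, and −0.16, from 1 to 3 mice per group and block. With the block as a covariate it was −0.20 (permutation p = 0.00295 on block-adjusted scores, which leaves out the uncertainty of the estimated block effect). With the mitochondrial rRNA share as a covariate it was −0.13 (exact permutation p = 0.0546, adjusted p = 0.109). In exercised fl/fl mice the difference of the gene means went from 0.20 to 0.031 with the block as a covariate (adjusted p = 0.373 from camera). The second block held no exercised fl/fl mouse at ZT3, and in the other blocks the score differed by −0.035, 0.091, and −0.069.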

Supporting this, gene ontology analysis identified enrichment of pathways associated with oxidative metabolism and mitochondrial function between ZT15 and ZT3, but exclusively in sedentary fl/fl mice (Fig. 5*B*). These findings provide further evidence for the role of HIF1α in mediating a diurnal metabolic switch in sedentary conditions.

**Fig. 5.**
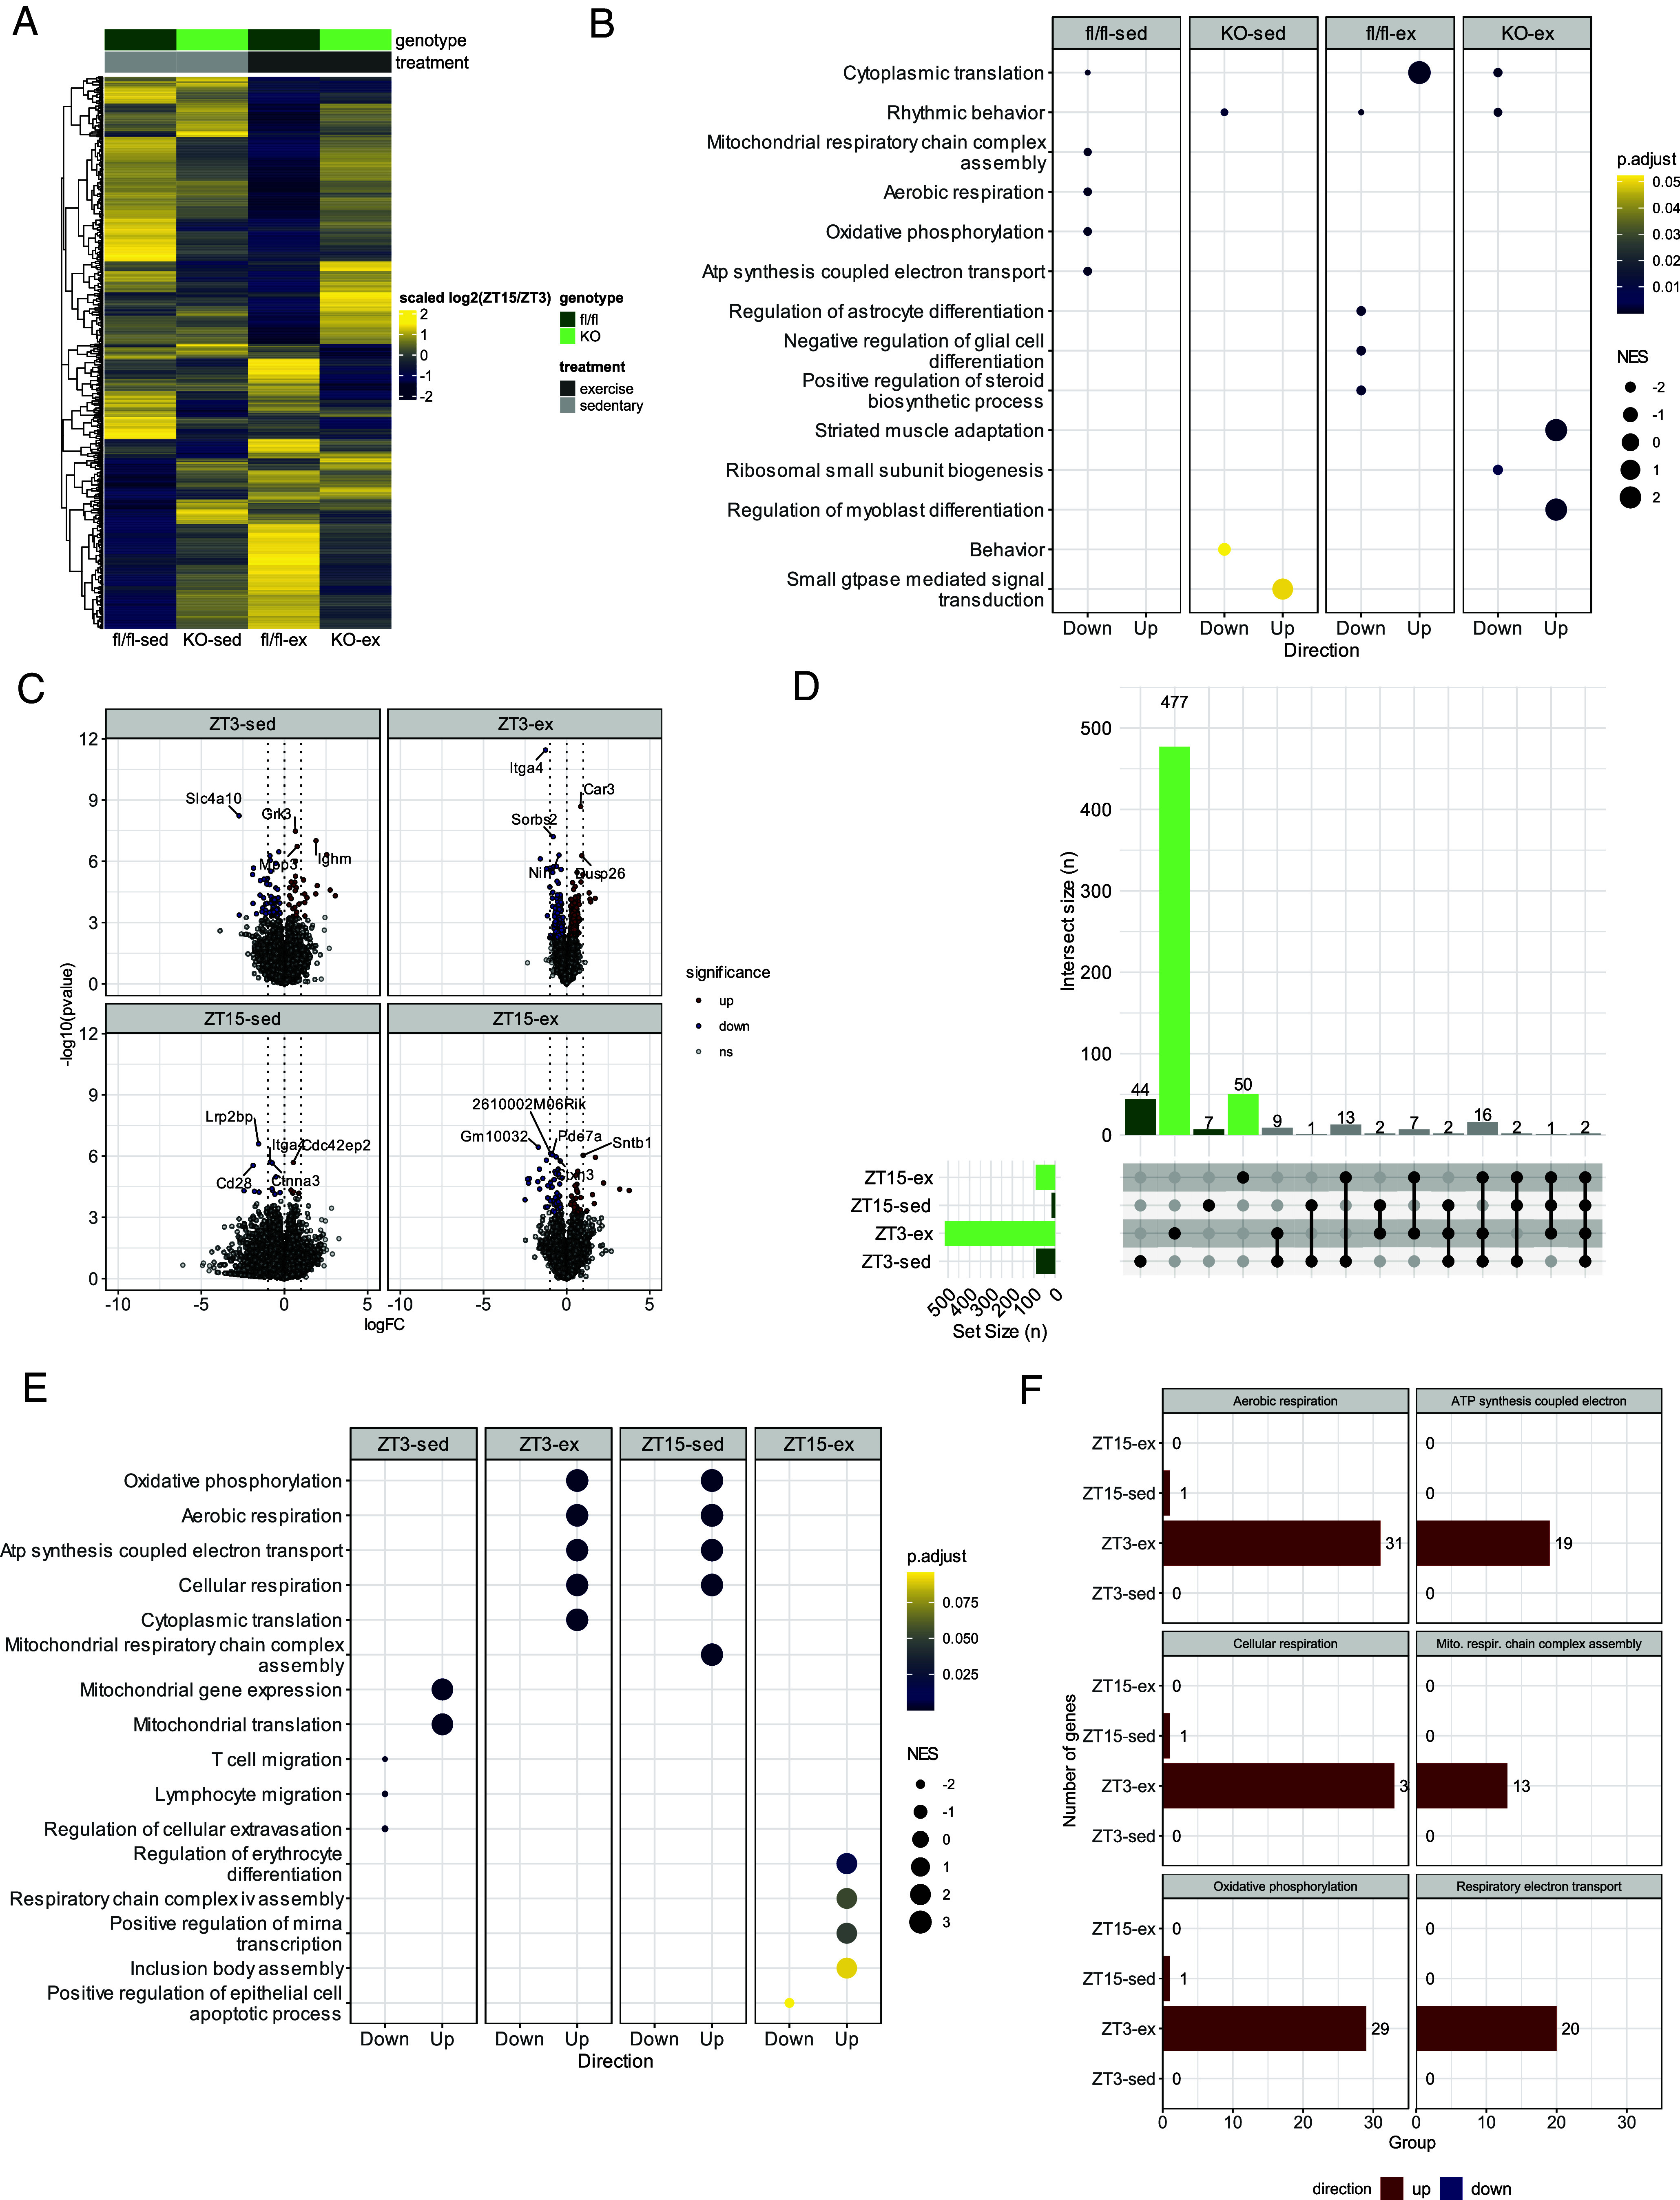
Transcriptomic analysis of gastrocnemius muscle following exercise at ZT3 and ZT15. (*A*) Heatmap showing differentially expressed transcripts between ZT3 and ZT15. (*B*) Gene ontology analysis showing the top 7 biological processes up or downregulated between ZT 3 and ZT 15. Gene set enrichment analysis was performed on genes ranked by FDR. (*C*) Differential expression of logFC between fl/fl and HIF1α KO mice. (*D*) Number of differentially expressed genes between fl/fl and HIF1α KO mice and the intersection of these transcripts. (*E*) Gene ontology analysis showing the top 7 biological processes up or downregulated between fl/fl and HIF1α KO mice. Gene set enrichment analysis was performed on genes ranked by FDR. (*F*) Number of differentially expressed genes within the top 6 biological processes related to aerobic metabolism and mitochondrial function.

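After exercise, 218 transcripts differed between HIF1α KO and fl/fl mice at ZT3 (7 against 8 mice) and 61 at ZT15 (8 against 8 mice) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At ZT3 133 were higher and 85 lower in HIF1α KO mice, and at ZT15 17 were higher and 44 lower. The balance at ZT3 depended on the fit, with 20 higher and 39 lower when the block of mouse numbers was a covariate, 26 and 58 with the mitochondrial rRNA share, and 95 and 128 when only the compared groups were in the model. Leaving out the sex term moved the ZT3 number most as a ratio, to 38 against 10 at ZT15, and the DESeq2 Wald test gave 482 and 89. Fitted with the block of mouse numbers, 59 transcripts passed at ZT3 and 46 at ZT15, and 48 of the 59 were among the 218. Including mouse 44 gave 189 at ZT3 and 49 at ZT15.

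Itga4 had the smallest p at ZT3, with 8.50 ± 0.969 CPM (SD, n = 7) in HIF1α KO and 20.2 ± 2.92 CPM (SD, n = 8) in fl/fl mice. Its log2 fold change was −1.25 (SE 0.181, adjusted p = 4.48e-05 from edgeR). Car3 (ENSMUSG00000027559.5, chromosome 3 from 14863512 to 14872523) had a log2 fold change of 0.87 (SE 0.141, adjusted p = 0.000461), with an adjusted p of 0.0606 when mouse 44 was included. Lrp2bp (ENSMUSG00000031637.13, chromosome 8 from 45999303 to 46029477) had −1.74 (SE 0.297, adjusted p = 0.00103), and DESeq2 gave it no adjusted p. Sorbs2, Nin, and Dusp26 had log2 fold changes of −0.79, −0.44, and 0.93 (adjusted p = 0.00293, 0.0118, and 0.0095). At ZT15 the smallest p-values belonged to Gm10032, a long intergenic noncoding RNA on chromosome 14 (−1.68, SE 0.336), 2610002M06Rik (ENSMUSG00000031242.7) on chromosome X (−0.94, SE 0.190), and Ctxn3 on chromosome 18 (−0.62, SE 0.125), with an adjusted p of 0.0255 each. With the block as a covariate the adjusted p was 7.77e-05 for Itga4, 0.00331 for Car3, and 0.00561 for Lrp2bp at ZT3, and 0.0592, 0.0327, and 0.0202 for Gm10032, 2610002M06Rik, and Ctxn3 at ZT15.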

In exercised mice, a quantitatively greater number of transcripts were differentially expressed between HIF1α KO and fl/fl mice at ZT3 (N = 516) compared to ZT15 (N = 91) (Fig. 5 *C* and *D*). 

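Among the 4 comparisons of HIF1α KO with fl/fl mice, 281 transcripts passed in at least 1 and 2 passed in all 4. The 2 were Itga4 and Cd28, which were lower in HIF1α KO mice throughout. Only in exercised mice at ZT3 did 181 transcripts pass, and only in exercised mice at ZT15 did 31. The DESeq2 Wald test gave 444 and 49, the block of mouse numbers as a covariate gave 24 and 18, and including mouse 44 gave 154 and 21. Between the exercised comparisons alone, 22 transcripts passed at both times, 196 at ZT3 only, and 39 at ZT15 only. Of the 218 transcripts that passed at ZT3 after exercise, 140 had the same sign at ZT15 after exercise, 200 in sedentary mice at ZT3, and 212 in sedentary mice at ZT15. Their median absolute log2 fold change was 0.55 at ZT3 after exercise. In that direction, the median of the same transcripts was 0.067 at ZT15 after exercise, 0.19 in sedentary mice at ZT3, and 0.30 in sedentary mice at ZT15. The transcripts were chosen at ZT3 after exercise, so the first of these medians is enlarged by the choice.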

Within these differentially expressed transcripts, 477 were unique to exercise at ZT3 and 50 were unique to exercise at ZT15 (Fig. 5*D*). Conversely, in sedentary mice, similar skeletal muscle transcriptional profiles were observed between HIF1α KO and fl/fl mice at ZT3 and ZT15 (Fig. 5*D*). 

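In sedentary mice, 61 transcripts differed between HIF1α KO and fl/fl mice at ZT3 (26 higher and 35 lower) and 7 at ZT15 (1 higher and 6 lower), from 8 mice per group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.1). At an unadjusted p under 0.05 the numbers were 1038 and 1610. Of the transcripts that passed, 23 did so only in sedentary mice at ZT3 and 1 only in sedentary mice at ZT15. The DESeq2 Wald test gave 89 and 17 in all, and the block of mouse numbers as a covariate gave 108 and 18. At ZT3 the smallest p-values belonged to Slc4a10 (log2 fold change −2.67, SE 0.442, adjusted p = 0.00141), Ighg2c (2.79, SE 0.477, adjusted p = 0.00204), and Grk3 (0.67, SE 0.120, adjusted p = 0.00253). Mpp3 and Ighm were higher by 0.78 and 1.92 (adjusted p = 0.00489 and 0.00866). Ighg2c and Ighm are immunoglobulin heavy chain constant genes, which share sequence with related genes, so their counts are uncertain. At ZT15 they belonged to Lrp2bp (−1.56, SE 0.295, adjusted p = 0.0279), Cdc42ep2 (0.56, SE 0.115), and Itga4 (−0.85, SE 0.175), the latter 2 with an adjusted p of 0.0435. Cd28 and Ctnna3 had log2 fold changes of −1.93 and −0.73 (adjusted p = 0.0465 and 0.0435). With the block as a covariate, the adjusted p was 0.000265 for Slc4a10, 0.00110 for Ighg2c, and 0.00188 for Grk3 at ZT3, and 0.0387 for Lrp2bp and 0.0405 for Cdc42ep2 and Itga4 at ZT15.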

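After exercise at ZT3, 77 of the 80 OXPHOS subunit genes were higher in HIF1α KO than in fl/fl mice, with a mean log2 fold change of 0.36 (adjusted p = 1.15e-23, limma's camera with Benjamini-Hochberg adjustment). Mitochondrial ribosomal protein genes were higher by 0.24 (70 of 77 genes, adjusted p = 3.46e-13) and respiratory complex assembly genes by 0.20 (40 of 48 genes, adjusted p = 8.91e-06). Cytoplasmic ribosomal protein genes were higher by 0.32 (83 of 85 genes, adjusted p = 7.32e-20). Camera's p-values for all of these sets assume an inter-gene correlation of 0.01, below the estimated ones, and may be too small. Of the single OXPHOS genes, 10 passed over all genes and 66 when adjusted over the 80 genes alone. Over all genes, 1 passed with the block of mouse numbers as a covariate and 26 with the DESeq2 Wald test. After exercise at ZT15 the mean log2 fold change of the OXPHOS genes was −0.012 (36 of 80 higher, adjusted p = 0.904), and 0 single genes passed by either adjustment. The 7 OXPHOS genes of the mitochondrial genome were higher at ZT15 by 0.72 (7 of 7 genes, adjusted p = 0.000105) and had a mean of −0.50 at ZT3 (1 of 7 higher, adjusted p = 0.0885). In sedentary mice, the nuclear OXPHOS genes were higher in HIF1α KO mice by 0.070 at ZT3 (69 of 80 genes, adjusted p = 0.000219) and by 0.29 at ZT15 (78 of 80 genes, adjusted p = 2.10e-21). At ZT15, 51 single genes passed when adjusted over the 80 genes alone.

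Per mouse, the OXPHOS score after exercise at ZT3 was 0.158 ± 0.280 (SD, n = 7) in HIF1α KO and −0.182 ± 0.126 (SD, n = 8) in fl/fl mice, with 7 of 7 HIF1α KO mice above the fl/fl median. The difference of 0.34 had an exact two-sided permutation p of 0.00684 over 6435 splits (adjusted p = 0.0423 over 8 comparisons). After exercise at ZT15 the difference was −0.011 (exact permutation p = 0.926). In sedentary mice it was 0.088 at ZT3 (exact permutation p = 0.358) and 0.27 at ZT15 (exact permutation p = 0.0183, adjusted p = 0.0489, with 7 of 8 HIF1α KO mice above the fl/fl median).

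The score itself followed the blocks of mouse numbers, which explained 50.6% of its variance, against 26.9% for the 8 groups. Within the blocks, the difference after exercise at ZT3 was 0.064 from 1 HIF1α KO and 4 fl/fl mice, 0.24 from 1 and 2, and 0.15 from 2 and 2. The block of mice 17 to 32 held 3 HIF1α KO and 0 fl/fl mice in this comparison, so block and genotype cannot be told apart there. With the block as a covariate, the mean log2 fold change at ZT3 was 0.20 (78 of 80 genes higher, adjusted p = 1.03e-19 from camera) and the score difference was 0.21 (exact permutation p = 0.00668). At ZT15 after exercise the mean log2 fold change then was 0.084 (69 of 80 genes higher, adjusted p = 1.86e-05 from camera), with within-block score differences of 0.24, 0.0015, −0.20, and 0.21. In sedentary mice the means were 0.00043 at ZT3 and 0.23 at ZT15 with the block as a covariate. The score difference in sedentary mice at ZT15 then was 0.22 (exact permutation p = 0.0451, adjusted p = 0.120 over 8 comparisons). It thus no longer passed an adjusted p under 0.1, while that after exercise at ZT3 did (adjusted p = 0.0267). With the mitochondrial rRNA share as a covariate, the score difference after exercise at ZT3 was 0.20 (permutation p = 0.0326, adjusted p = 0.109). It then did not pass either. The differences at ZT15 were 0.18 in sedentary and 0.15 in exercised mice, with the same adjusted p. With mouse 44 included, the mean log2 fold change after exercise at ZT3 was 0.33 (adjusted p = 0.272 from camera), and the score difference was −0.84 (exact permutation p = 0.996), with the score of mouse 44 resting on 382 counts in all.

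**Figure D2:**
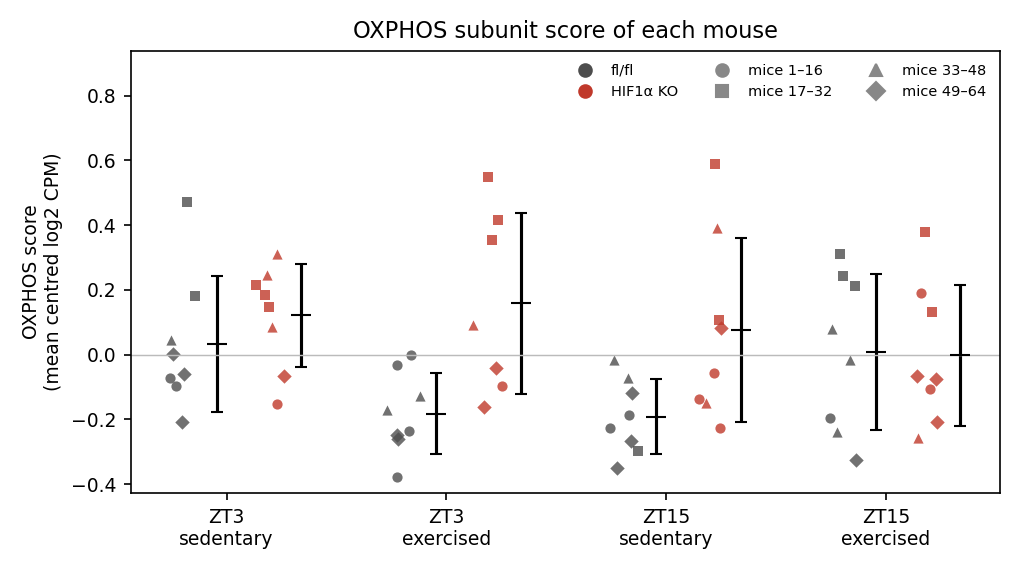
OXPHOS score of each mouse (mean of the centered log2 CPM of 80 nuclear OXPHOS subunit genes, vertical axis) by time of day and treatment. Gray symbols are fl/fl and red symbols HIF1α KO mice, symbol shapes give the block of mouse numbers, and bars show mean ± SD (n = 8 mice per group, 7 for exercised HIF1α KO at ZT3). After exercise at ZT3 the mean is 0.158 in HIF1α KO and −0.182 in fl/fl mice, and the 3 highest HIF1α KO mice belong to mice 17 to 32.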

Gene set enrichment analysis of transcriptional profiles between HIF1α KO and fl/fl mice in response to exercise identified a positive enrichment of gene ontology terms involved in oxidative metabolism (oxidative phosphorylation, aerobic respiration, cellular respiration) and mitochondrial function (mitochondrial respiratory chain complex assembly, ATP synthesis coupled electron transport and respiratory electron transport chain) at ZT3, but not ZT15 (Fig. 5 *E* and *F*). These data indicate the presence of an interaction between HIF1α and time-of-day on the regulation of postexercise transcriptional expression, with an increased requirement of HIF1α in mediating the transcriptional response to exercise at ZT3.

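The interaction was tested directly, as the genotype difference at ZT3 minus the genotype difference at ZT15 in exercised mice. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 transcripts passed an adjusted p under 0.1, and 2323 had an unadjusted p under 0.05. The DESeq2 Wald test gave 29 transcripts. The number at an unadjusted p under 0.05 fell to 727 with the block of mouse numbers as a covariate and to 451 with the mitochondrial rRNA share. In sedentary mice it was 535, and rose to 1124 and 995. The larger number in exercised mice thus did not hold with either covariate. The difference in exercise response between genotypes passed for 0 transcripts at ZT3 (702 at an unadjusted p under 0.05) and for 0 at ZT15 (1388 at an unadjusted p under 0.05). The exercise response itself passed for 36 transcripts in fl/fl and 20 in HIF1α KO mice at ZT3. At ZT15 it passed for 0 in fl/fl (1406 at an unadjusted p under 0.05) and 9 in HIF1α KO mice.

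For the 80 OXPHOS subunit genes, the interaction in exercised mice was a mean log2 fold change of 0.37 (76 of 80 genes positive, adjusted p = 6.78e-14 from limma's camera). In sedentary mice it was −0.22 (5 of 80 genes positive, adjusted p = 7.42e-09). The interaction of the per-mouse score in exercised mice was 0.35 (exact permutation of the times of day within each genotype, p = 0.0351). With the block of mouse numbers as a covariate, the interaction of the gene means was 0.12 (72 of 80 genes positive, adjusted p = 0.000139 from camera) and that of the score was 0.13 (exact permutation p = 0.182). With mouse 44 included, the gene means gave 0.34 (adjusted p = 0.261). In the exercise response, OXPHOS genes changed by −0.23 in fl/fl and 0.065 in HIF1α KO mice at ZT3, and by 0.22 in fl/fl and −0.078 in HIF1α KO mice at ZT15.

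The paper reports larger numbers of transcripts that differ between genotypes after exercise at ZT3 than at ZT15, and similar profiles in sedentary mice. It then reports the enrichment of oxidative and mitochondrial terms after exercise at ZT3. On these data, the paper states that HIF1α and time of day interact in the postexercise transcriptional response, with more dependence on HIF1α at ZT3.

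**Figure D3:**
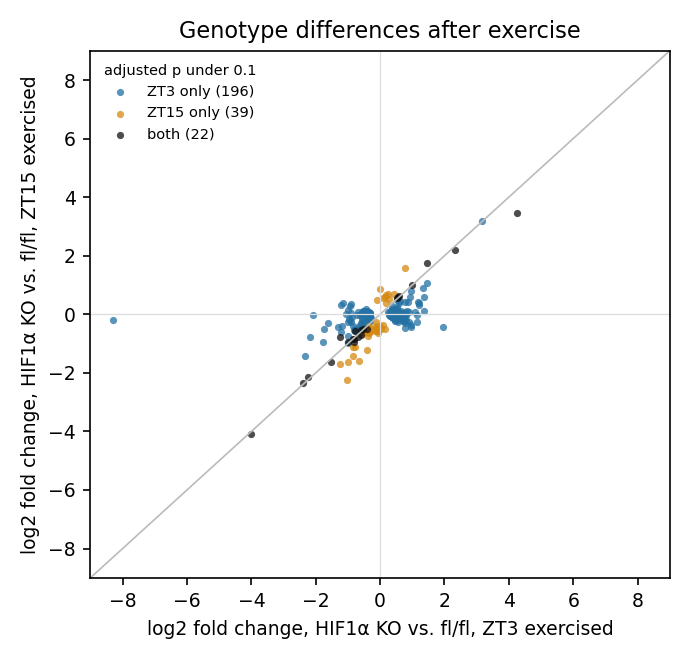
Log2 fold change between HIF1α KO and fl/fl mice after exercise at ZT3 (horizontal axis) and at ZT15 (vertical axis) for the transcripts with an adjusted p under 0.1 at ZT3 only (196, blue), at ZT15 only (39, orange), or at both times (22, black). Each point is 1 transcript, and the diagonal marks equal changes. The median of the transcripts chosen at ZT3 is 0.55 on the horizontal axis and 0.067 on the vertical axis, in the direction of the change at ZT3.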

## Discussion

HIF1α is a key factor in the time-of-day-dependent regulation of skeletal muscle and systemic metabolism during exercise (7). Based on the increased and sustained activation of HIF1α and its target genes following exercise at ZT15, we hypothesized that the absence of skeletal muscle HIF1α would result in more pronounced disruptions to metabolic processes at this timepoint. Unexpectedly, our findings reveal that HIF1α plays a more prominent role at ZT3, as evidenced by the most substantial transcriptomic changes observed at this phase. Nevertheless, at both timepoints, HIF1α is required for the exercise-induced elevation of glycolytic metabolism, with this effect being more pronounced at ZT3. Specifically, fl/fl mice exhibited increased systemic glucose oxidation at ZT3, a response that was attenuated in HIF1α KO mice, suggesting that exercise-induced glucose metabolism is both time-of-day and HIF1α-dependent. While previous studies have reported reduced lactate production in HIF1α KO mice (24), our study further demonstrates that this metabolic shift is accompanied by an increase in mannose-6-phosphate production. Notably, this alteration occurs independently of changes in molecular or behavioral rhythmicity, presenting a robust model to explore time-of-day-dependent metabolic regulation free from confounding factors such as nutritional state or disruptions to the circadian clock.

Skeletal muscle-specific HIF1α KO mice exhibit reduced blood lactate levels following exercise and enhanced endurance capacity under basal conditions (24, 25). While no performance advantages were observed in the HIF1α KO mice after a time-of-day graded exercise test, an overall increase in voluntary wheel running was observed. Furthermore, distinct differences in metabolic responses to exercise were identified. Notably, following a 60-min steady-state bout of exercise at ZT3, fl/fl mice exhibited sustained reductions in blood glucose levels and systemic glucose oxidation, effects that were absent in HIF1α KO mice. Metabolomic profiling revealed that HIF1α regulates glucose partitioning within skeletal muscle. In fl/fl mice, glucose utilization is directed toward lactate production, whereas in HIF1α KO mice, it is redirected toward mannose-6-phosphate synthesis. This metabolic reprogramming is corroborated by the increased expression of mannose phosphate isomerase and components of the pyruvate dehydrogenase complex in HIF1α KO muscle. 

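Of the genes of the pyruvate dehydrogenase complex and its kinase Pdk4, 3 passed an adjusted p under 0.1 when HIF1α KO and fl/fl gastrocnemius muscle were compared over the 4 combinations of treatment and time of day (31 against 32 mice, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dlat (ENSMUSG00000000168.9, chromosome 9 from 50634633 to 50659780) and Pdhx (ENSMUSG00000010914.10, chromosome 2 from 103021075 to 103073513) had log2 fold changes of 0.18 each (adjusted p = 0.00490 and 0.0543). Pdhb (ENSMUSG00000021748.9, chromosome 14 from 8165996 to 8173025) had one of 0.13 (adjusted p = 0.0970). For Pdhb, the block of mouse numbers as a covariate gave an adjusted p of 0.142. Pdha1, Dld, and Pdk4 had log2 fold changes of 0.083, −0.095, and −0.12 (adjusted p = 0.334, 0.489, and 0.753). In the single combinations, 0 of these 6 genes passed over all genes. Adjusted over the 6 genes alone, 3 passed in exercised mice at ZT3 and 2 in sedentary mice at ZT15, all higher in HIF1α KO mice. The complex with its regulators, 12 tested genes, had a mean log2 fold change of 0.0072 (6 of 12 higher, adjusted p = 0.406, limma's camera). Because this set mixes regulators with subunits, its mean does not test the components of the complex alone.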

While the decreased lactate production, resulting from relieved inhibition of pyruvate dehydrogenase, is consistent with prior findings (26), the increased production of mannose-6-phosphate is not. Most notably known for its role in the lysosomal pathway (27), mannose-6-phosphate has also been shown to facilitate recovery in tendons and nerves by inhibiting the cytokine transforming growth factor-beta (28, 29). This may explain the increased voluntary wheel running activity in HIF1α KO compared to fl/fl mice.

The metabolic alterations observed in the HIF1α KO mice are further substantiated by distinct changes observed at the transcriptomic level following acute exercise. Notably, at ZT3, HIF1α KO mice exhibit substantial enrichment in gene sets associated with oxidative metabolism and mitochondrial function. These changes are less pronounced at ZT15, likely due to time-of-day variations in metabolic processes. For example, at ZT3, the mouse enters the rest phase in a fed state, with glycogen stores replenished, and glucose oxidation is increased (30). In contrast, at ZT15, the mouse transitions into the active phase after a period of fasting and glycogen depletion where it has been more reliant on fatty acids to support metabolism.

While the metabolic and transcriptomic findings suggest a specific role for HIF1α in mediating the glycolytic response to exercise at ZT3, evidence also supports its importance at ZT15. In oGTTs conducted following an acute exercise bout, we observed that at ZT15, the insulin-sensitizing effects of exercise were diminished in HIF1α KO mice. Specifically, exercised fl/fl mice exhibited the expected decrease in insulin excursion, with a glucose response similar to that of the sedentary controls: In contrast, HIF1α KO mice displayed an exaggerated insulin excursion, resembling the response observed in individuals on a high fat or ketogenic diet (31, 32), who also exhibit increased insulin secretion following an oral glucose bolus. A potential explanation for this phenomenon in exercised HIF1α KO mice is that the metabolic stress of exercise drives them further into an oxidative state, a shift that is prevented in fl/fl mice due to the ability to upregulate glycolytic genes via *Hif1α*.

Our results further demonstrate that the metabolic state of the organism, rather than nutritional status alone, influences the exercise response. At ZT3, when glycogen stores are replete, fl/fl mice exhibit robust glycolytic metabolism. In contrast, at ZT15, following an overnight fast, both fl/fl and HIF1α KO mice display an oxidative metabolic profile with comparable exercise responses, independent of HIF1α expression. The inability of HIF1α KO mice to fully support the glycolytic response at ZT3, despite similar glycogen levels and food intake patterns as fl/fl mice, underscores the essential role of HIF1α in linking metabolic state to time-of-day-specific exercise adaptations.

Given the established interactions between HIF1α and core circadian clock components such as BMAL1 and CRY (20, 23), we also assessed whether the absence of HIF1α in skeletal muscle perturbs diurnal behavior and metabolism. In contrast to previous studies that focused on single time-point analyses (24, 25), we conducted a comprehensive profiling of systemic and skeletal muscle-specific metabolism across the circadian cycle. Despite the known interactions between *Hif1*α and core clock regulation (21–23), molecular rhythmicity of this machinery remained unaffected in HIF1α KO mice. Markers of circadian rhythmicity, including behavioral patterns and core clock gene expression in skeletal muscle, were comparable between fl/fl and HIF1α KO mice. This response resembles observations from muscle-specific BMAL1 knockout mice, wherein altered glucose and lipid metabolism is apparent despite minimal disruption to circadian rhythms and behavioral patterns (33, 34). Considering the more robust metabolic phenotype in muscle-specific BMAL1 knockout mice compared to HIF1α knockout mice, coupled with the documented heterodimerization between BMAL1 and HIF1α in activating E-box-containing genes, it could be hypothesized that a portion of the phenotype observed in HIF1α knockout mice results from the loss of this heterodimer-mediated transcriptional activation (23). Muscle-specific BMAL1 knockout leads to reduced HIF1α expression, whereas muscle-specific HIF1α knockout does not affect BMAL1 levels. Furthermore, no significant differences are observed in gene expression after gene activation from the transcription factor heterodimer BMAL1/CLOCK compared with activation from the BMAL1/HIF1α heterodimer (23, 35). Collectively, these findings suggest redundancy in the activation of BMAL1-regulated genes, potentially attributable to BMAL1 exerting more substantial metabolic contributions than HIF1α. The preservation of circadian rhythmicity in both the muscle specific BMAL1 and HIF1α KO mice likely reflects the dominant role of the master clock in the suprachiasmatic nucleus, along with systemic signals from other tissues such as liver and adipose tissue, in maintaining circadian synchronization. Thus, while HIF1α may play a secondary role in integrating environmental stressors with circadian rhythms, its absence does not disrupt the core clock machinery under standard physiological conditions.

In summary, skeletal muscle-specific HIF1α ablation shifts systemic metabolism toward oxidative pathways and reduces reliance on glycolytic metabolism during exercise. These time-of-day specific responses, where more pronounced effects on blood glucose levels are observed at ZT3 and more marked alterations in insulin sensitivity at ZT15, underscore the role of HIF1α in modulating diurnal metabolic responses. Our study further elucidates the mechanism by which HIF1α regulates glucose partitioning, promoting glycolytic metabolism during exercise by promoting lactate production and shunting glucose away from mannose-6-phosphate. Collectively, these findings highlight the complex interplay between metabolic state, nutritional status, and circadian regulation in shaping exercise responses, providing insights into the role of HIF1α in skeletal muscle metabolism.

## Limitations of the Study

Skeletal muscle is a highly complex and heterogeneous tissue, composed of diverse cell types that collectively contribute to its functional and metabolic roles (36). While our study provides a comprehensive transcriptional profile following skeletal muscle knockout of HIF1α, some observed effects may be influenced by contributions from nonmyofiber cell populations, which could potentially obscure cell-type-specific responses. Additionally, our analyses focused primarily on the gastrocnemius and quadriceps muscles. Although these muscles are widely studied and functionally relevant, this focus may limit insights into the role of HIF1α in other muscle groups with distinct fiber composition or metabolic profiles. Finally, although both male and female mice were included in the study, the sample size was insufficient to permit a robust evaluation of sex-specific effects, which remain an important area for further investigation.

## Methods

### Ethical Statement.

Experiments were approved by the Danish Animal Experiments Inspectorate and performed according to local committee guidelines (license numbers 2018-15-0201-01493 and 2017-15-0201-1276).

### Animals.

HIF1α^flox^ mice were obtained from The Jackson Laboratory (RRID:IMSR_JAX:007561). These mice have *loxP* sites flanking exon 2 of the *Hif1α* gene. Skeletal muscle-specific deletion of *Hif1α* was generated by crossing HIF1α^flox^ homozygote mice with mice carrying the cre-recombinase driven by the human α-skeletal actin (HSA) promoter heterozygote males (37). Experimental animals were derived from crossing homozygote HIF1α^flox^ females (HSA-Cre^−/−^ and HIF1α^fl/fl^) with homozygote HIF1α^flox^ and heterozygote HSA-cre males (HSA-Cre^+/−^ and HIF1α^fl/fl^) (Fig. 1*A*). Mice were bred on a C57BL/6JBomTac (Taconic, Denmark) background for 2 to 9 generations before experimental use. All mice were group-housed with littermates of the same sex (2 to 7 in a cage) and maintained at 22 ± 1 °C under a 12:12 h light:dark cycle. Mice had ad libitum access to a chow diet (Altromin #1310) and water. Mice were housed in cages with aspen chip bedding, nesting material, environmental enrichment objects (cardboard tunnel, wooden block), and a red Perspex shelter. Male and female mice (12 to 18 wk of age) were utilized equally for experiments. All experiments were conducted at either zeitgeber time (ZT) 3 or ZT15 whereby ZT0 refers to the start of the light period, or rest phase and ZT12 represents the start of the dark period, or active phase unless otherwise stated. Experiments conducted during the dark phase were performed under red light.

### Acute Treadmill Exercise.

For treadmill running experiments, all mice (exercise and sedentary controls) were acclimatized to the treadmill (Exer3/6, Columbus Instruments) as described (7). During an acute exercise, bout mice started running at 6 m/min, and the speed was increased every 2 min by 2 m/min until a speed of 16 m/min was reached. Mice then ran at 16 m/min until a total treadmill time of 60 min was reached. During the same period, sedentary mice were placed on a mock treadmill.

Graded exercise tests started at 10 m/min for 10 min. After which, the speed increased 4 m/min every 4 min until a maximum speed of 30 m/min was reached. Mice that lagged on the charged coil for more than 10 s were removed from the treadmill. Running distance, speed, and time were recorded. Blood glucose (Contour XT, Bayer) and lactate (Lactate Pro2, AxonLab) were measured from tail-tip blood prior to and immediately post exercise.

### Glucose Tolerance Tests.

oGTTs in the basal state were conducted on mice following a 4 h fast prior to glucose delivery at either ZT3 or ZT15 (38). To assess glucose tolerance in the postexercise period, oGTTs were conducted following acute treadmill running at ZT3 or ZT15. Following treadmill running, mice were returned to the respective home cage for a period of 1 h, in which no food access was provided. Therefore, for the post ZT3 and ZT15 exercise oGTT, the delivery of glucose was performed at ZT5 and ZT17, respectively. For both basal and postexercise oGTT, mice received a bolus of glucose diluted in water, at a concentration of 2 g/kg body weight. Glucose was measured from the tail-tip (Contour XT, Bayer) in the basal state, as well as at 15-, 30-, 60-, and 90-min post glucose administration. Whole-blood samples for insulin were collected in the basal state and at 15-, 30-, and 60-min post glucose administrations as described (38). iAUC was calculated by the trapezoidal method subtracting the baseline.

### Indirect Calorimetry.

The Sable Systems Promethion Core was utilized for metabolic chamber experiments. One cohort of mice was utilized for basal measurements and a second cohort for voluntary wheel running assessment. The first 3 d were counted as acclimatization, with data being analyzed from the proceeding 5 d. Gas exchange measurements were taken every minute and averaged over hourly intervals for analysis. Mice who ran less than 100 m per day were excluded from the voluntary running wheel analysis.

### In Vivo ^13^C Glucose Oxidation Assay.

Mice received ^13^C-labeled glucose [U-^13^C] (2 mg/mouse in 100 μL saline) administered by gavage immediately following treadmill or mock treadmill intervention at ZT3 and were placed into cages in the Sable Systems Promethion Core, which was connected to the Stable Isotope Gas Analyzer (Sable Systems International). Analysis of expired ^13^CO_2_ was measured over the subsequent 2 h, whereby glucose oxidation was calculated using area under the curve.

### In Vivo ^13^C Glucose Metabolomics Assay.

Mice underwent surgery for jugular vein catheters with 7 d recovery prior to experiment. ^13^C-labeled glucose [U-^13^C] (30 mg/mouse) was administered via vascular access button immediately prior to treadmill or mock treadmill intervention at ZT3. Twenty minutes later mice were killed, and tissues were collected. This duration was selected based on previous studies showing significant isotopologue enrichment occurring around this timepoint (39, 40). The powdered tissues were dissolved in 200 µL of an ice-cold 90% methanol (Thermo Fisher Scientific, Waltham, MA) including 10 mg/L nonanoic acid and 10 mg/L 2-deoxy-D-glucose-6-phosphate (Sigma-Aldrich, St. Louis, MO) as an internal standard. Ceramic beads were added to the tissues prior to tissue-lysing using a TissueLyser (Qiagen, Hilden, Germany). The samples were then transferred to reaction tubes (Eppendorf, Eppendorf, Germany). The suspension was incubated on ice for 1 h for protein precipitation. Then, the samples were centrifuged at 12,000 rpm for 15 min at 4 °C. The methanolic extracts were transferred to new reaction tubes and stored at −80 °C until ready for derivatization. The samples were derivatized in two ways to increase the sensitivity of the mass spectrometry measurement and improve the chromatographic separation. One part derivatized with 3-Nitrophenylhydrazine (3NPH), N-(3-dimethylaminopropyl)-N′-ethylcarbodiimide hydrochloride (EDC) and Butylhydroxytoluene (BHT) (all from Sigma-Aldrich) for carboxylic acids, and one following a method described by Rende et al for sugar phosphates (41). For the carboxylic acid derivatization, in HPLC vials with 300 µL inserts (Thermo Fisher Scientific), 20 μL of supernatant extracts were combined with 20 μL of a 3NPH solution (200 mM in 50% methanol) and 20 μL of an EDC solution (120 mM in 50% methanol and 6% pyridine) and briefly vortexed. After 1 h incubation at room temperature, 40 μL of a BHT solution (0.05 mg*mL^−1^ in methanol) were added and briefly vortexed. For the sugar phosphates, in HPLC vials with 300 µL inserts (Thermo Fisher Scientific), 50 µL of the samples were dried before being oxomylated followed by propionylation. The dried extracts were reconstituted in 20 µL MOX (Thermo Fisher Scientific) and incubated at 60 °C for 1 h. Then, 6 µL 1-Methylimidazole (Sigma Aldrich) were added as a catalyst, together with 12 µL of the reactant, propionic anhydride (Sigma Aldrich), before incubating for 30 min at 37 °C. Samples were dried for 30 min and reconstituted in water with 0.1% formic acid. The samples were kept at 4 °C until analysis on the same day.

The LC/MS-qTOF analysis for the carboxylic acids was performed using an Agilent 1290 II Liquid chromatograph (Agilent, Santa Clara, CA) with an Acquity HSS T3 10 cm × 2.1 mm × 1.8 μm column (Waters, Milford, MA) with an Acquity HSS T3 5 mm × 2.1 mm × 1.8 µm VanGuard precolumn. Then, an Impact ii quadrupole time-of-flight mass spectrometer (Bruker, Bremen, Germany) equipped with a VIP-ion source was used for detection and TASQ 2023b (Bruker) for data extraction. Water (Honeywell, Charlotte, NC) with added 0.1% formic acid (Thermo Fisher Scientific) was used for mobile phase A, acetonitrile (Honeywell) with 0.1% formic acid was used for mobile phase B. The mobile phase gradient started with 5% of mobile phase B and increased to 100% of mobile phase B over the course of 12 min and remained at 100% for 1 min before being decreased again to initial conditions over the course of 30 s where it remained for 2 min 30 s. The column oven temperature was kept at 40 °C, the multisampler cooled to 6 °C. For the sugar phosphates, the same type of chromatograph, source, and data processing software was used with an Acquity Premier BEH C18 VanGuard FIT 10 cm × 2.1 mm × 1.7 µm column (Waters), measured on a TimsTOF Pro 2 (Bruker), with the following separation mode. Solvent A: water with 0.1% formic acid. Solvent B: methanol with 0.1% formic acid. Data were acquired from 0 min to 17 min 30 s. The following gradient was applied: 0 min 0% B, from 0 min to 1 min 0% B, from 1 min to 3 min increase to 30% B, from 3 min to 6 min increase to 40% B, from 6 min to 10 min 40% B, from 10 min to 12 min 30 s increase to 70% B, from 12 min 30 s to 15 min 70% B, from 15 min to 17 min increase to 99% B, from 17 min to 18 min 99%, from 18 min to 18 min 30 s to 0% B, maintained until 20 min, with a flow of 0.5 mL/min. The column oven temperature was kept at 55 °C, the multisampler cooled to 6 °C. For both measurements, the injection volume was 1 μL. The acquisition was performed in full scan negative mode in the mass range from 50 to 1,000 m/z at 2 Hz. Sodium formate was used as an internal calibrant. The TASQ method for data extraction was previously set up based on retention times and m/z values of derivatized standards. The data were corrected for natural abundance of carbon 13 using IsoCor and processed and analyzed using custom Python scripts (42). Isotopologue values underwent Tukey’s Ladder transformation when data were nonnormally distributed. Two-way ANOVAs were performed using “lm” to test for the main effects of genotype and treatment, and for a genotype x treatment interaction in each tissue and metabolite. Where significant, post hoc testing was conducted using “emmeans” (43).

### Tissue Collection.

For basal conditions, tissue collections were performed at ZT 0, 4, 8, 12, 16, and 20 whereby ZT 0 refers to the onset of the light cycle. For exercise-stimulated conditions, tissue collections were performed immediately post (0 h) and 3 h post–acute treadmill exercise. Mice were anesthetized (confirmed by lack of pedal-reflex) via intraperitoneal injection of pentobarbital (100 mg/kg body weight) and exsanguinated via cardiac puncture immediately followed by cervical dislocation. Plasma was collected from whole blood that was subjected to centrifugation at 2,000 g for 10 min at 4 °C. Muscle and liver tissue were immediately snap frozen after dissection into liquid nitrogen and subsequently stored at −80 °C.

### Plasma Assays.

Insulin was analyzed with an ELISA (Ultra-Sensitive Mouse Insulin ELISA kit, Crystal Chem, #90080). Triglycerides were measured with a colorimetric assay (Randox). NEFA was determined with a NEFA HR(2) kit (Wako).

### Tissue Glycogen Quantification.

The amyloglucosidase method was utilized to measure tissue glycogen content. Approximately 30 mg of powdered tissue was digested in 1 M KOH (200 µL) at 70 °C for 20 min. Saturated Na_2_SO_4_ (75 µL) and absolute ethanol (1.7 mL) were added to the tissue prior subjecting the sample centrifugation at 18,000 g for 15 min at 4 °C. The pellet was resuspended in distilled water (200 µL) and incubated for 10 min at 70 °C. Absolute ethanol was added (1.8 mL) followed by subjecting the sample to centrifugation as described above. The pellet was resuspended in acetic acid (1 mL; 0.25 M, pH 4.75) with amyloglucosidase (1 unit per mL of buffer; Sigma A1602). Samples were incubated overnight at 37 °C with shaking (800 rpm). Glucose was measured with the colorimetric assay (GOD-PAP; Randox).

### RNA Extraction.

Muscle tissue (gastrocnemius; ~30 mg) was homogenized in Trizol (1 mL) using a steel bead with the Qiagen TissueLyser II (3 × 90 s at 30 Hz; 4 °C). Chloroform (200 µL) was added to all the samples and mixed by 30 s of shaking prior to centrifugation for 15 min at 12,000 g at 4 °C. The aqueous phase was combined with an equivalent volume of 70% ethanol and thereafter RNA extraction was performed according to the manufacturers’ instructions for the RNeasy Mini Kit (74,106, Qiagen). RNA quantification was done with a spectrophotometer (Nanodrop 8000, Thermo Scientific).

### cDNA Synthesis, and qPCR.

Copy DNA (cDNA) synthesis was performed using 1 μg of RNA (Bio-Rad iScript cDNA synthesis kit). qRT-PCR was performed using Sybr Green (Brilliant III) on a Bio-Rad CFX384 Real-Time PCR system. Primers (found in *SI Appendix*, Table S1) were used at a final concentration of 200 nM. Relative quantification was determined using the ddCCT method with the housekeeping gene *18S* (44).

### Library Preparation and RNA-Sequencing.

RNA (gastrocnemius muscle) quality was assessed using a Bioanalyzer instrument (Agilent). Libraries were prepared using 500 ng of RNA and the TruSeq Stranded mRNA Library Prep assay kit. Poly-A containing mRNA molecules were purified using poly T-oligo-attached magnetic beads, fragmented and cDNA synthesized using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). Synthesized cDNA was adenylated, ligated to single-end adapters and underwent a clean-up using AMPure XP beads (Beckman Coulter). DNA fragments were amplified using PCR followed by a final clean-up. Libraries were subjected to 52-bp paired-end sequencing on the Nova Seq 6000 instrument (Illumina).

### Bioinformatic Analysis.

Reads were aligned to the mouse genome assembly (mm10) using STAR aligner (45), and transcripts counted using featureCounts (46). 

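The library of mouse 44 had counts on 147 genes, 30.1% of its counts were mitochondrial, and neither Hif1a nor Mpi had any. The numbers of transcripts between groups, the OXPHOS results, and the values of named genes were also computed with it included. In edgeR's fit to 64 libraries, filterByExpr kept 15085 genes.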

One sample was excluded due to low coverage (group: HIF1α-mKO, exercise, ZT 3). 

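Over the 63 libraries, the counts assigned to genes averaged 15942421 per library. Fewer than 5 M counts were assigned in 3 of them, from mouse 48 (exercised fl/fl, ZT3), mouse 41 (sedentary fl/fl, ZT15), and mouse 42 (sedentary HIF1α KO, ZT15). Without these 3 libraries, 142 transcripts differed between genotypes after exercise at ZT3 and 57 at ZT15, and 0 differed in sedentary mice at ZT15 (1640 at an unadjusted p under 0.05; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).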

Sequencing depth ranged from 24 to 40 million reads, with a mean of 16 million reads. Lowly expressed genes were removed through independent filtering using the mean of normalized counts as a filter statistic in “DESeq2,” with 20,224 genes passing the independent filtering threshold. 

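Here DESeq2's independent filtering kept 16153 genes in the comparison averaged over the 4 combinations of treatment and time of day. With no filter beyond 1 count in at least 1 library, edgeR tested 35379 genes and 391 were higher and 387 lower in HIF1α KO mice. With at least 10 counts in every library it tested 8896 genes, and 599 were higher and 579 lower.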

Differential gene expression analysis was performed using “DESeq2,” (47) negative binomial generalized linear modeling and a design of *~0 + group + sex*. Gene ontology (GO) enrichment analysis was conducted using “clusterprofiler” and the biological function GO term, with all detected genes serving as background (48). All *P*-values were corrected for multiple comparisons using false discovery rate (FDR) and the alpha value was set to 0.1. Transcriptomic data are deposited under the accession number GSE282641. All code used for analysis and figure generation is located at https://github.com/kirstin-macgregor/HIF1a_timeOfDay_exercise.

### Statistical Analysis.

Data are presented as bars representing the mean with error bars representing SE. Individual data points represent individual animals. A *P*-value of less than 0.05 was considered statistically significant. Two-way ANOVAs were performed to test for a main effect of genotype and time, and for interaction effect between genotype and time. Three-way ANOVAs were performed to test for main effects of genotype, exercise, and time, as well as interactions between factors. The Sidak’s post hoc test was performed if there were interactions. ANOVAs were performed in GraphPad Prism (Version 10.1.11). Rhythmicity analysis was performed using RAIN (49) package, with independent method, a period of 24 h and time interval between samples of 4 h. Differential rhythmicity between conditions was conducted on rhythmic genes using DODR (50) with a period of 24 h. *P* values were adjusted for multiple comparisons using the Benjamini–Hochberg method and an adjusted *P* value below 0.05 was considered rhythmic.

## Supplementary Material

Appendix 01

## Data Availability

Transcriptomics data and code have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE282641 (51). The code used for analysis and figure generation is available at https://github.com/kirstin-macgregor/HIF1a_timeOfDay_exercise (52). Anonymized transcriptomics data have also been deposited in GSE282641 (51). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: HIF1α mediates circadian regulation of skeletal muscle metabolism and substrate preference in response to time-of-day exercise
**Source:** Proc Natl Acad Sci U S A. 2025 Jul 8;122(28):e2504080122. doi: 10.1073/pnas.2504080122
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

**HIF1 $\alpha$  Mediates Circadian Regulation of Skeletal Muscle Metabolism  
and Substrate Preference in Response to Time-of-Day Exercise**

Amy M. Ehrlich, Kirstin A. MacGregor, Stephen Ashcroft, Lewin Small, Ali Altıntaş, Alexander V. Chibalin, Matthias Anagho-Mattanovich, Ben Stocks, Thomas Moritz, Jonas T. Treebak, Juleen R. Zierath

Juleen R. Zierath  

**This PDF file includes:**

Figures S1 to S7  
Tables S1

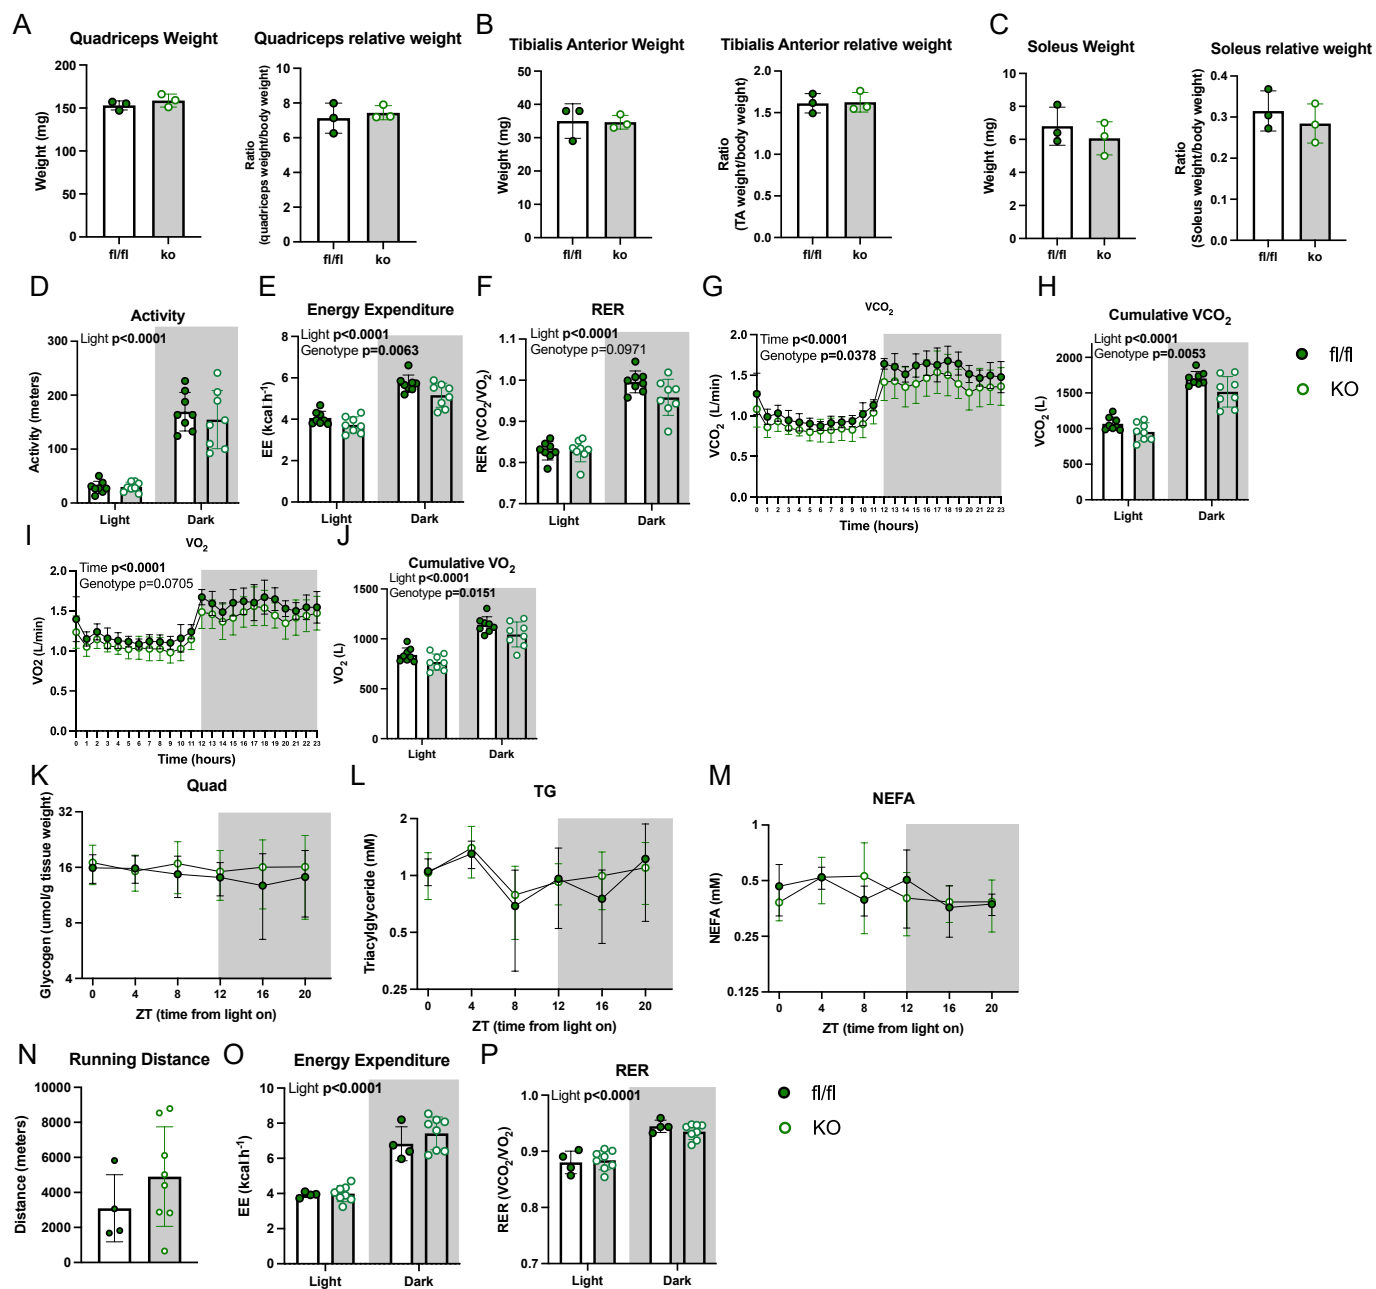

**Fig. S1.**

- A) Quadriceps absolute weight (mg) and quadriceps relative weight calculated by taking the ratio of quadriceps weight (mg) and body weight (g).
- B) Tibialis anterior absolute weight (mg) and tibialis anterior relative weight calculated by taking the ratio of tibialis anterior weight (mg) and body weight (g).
- C) Soleus absolute weight (mg) and soleus relative weight calculated by taking the ratio of soleus weight (mg) and body weight (g).
- D) Average sum of activity occurring in the light phase and the dark phase.
- E) Average sum of energy expenditure occurring in the light phase and in the dark phase.
- F) Average hourly RER in the light phase and in the dark phase.
- G) Trace of average hourly carbon dioxide production per hour over a 24-hour period.
- H) Sum of carbon dioxide production during the light phase and in the dark phase.
- I) Trace of average oxygen consumption per hour over a 24-hour period.
- J) Sum of oxygen consumption during the light phase and in the dark phase.
- K) Glycogen content in quadriceps muscle measured every 4 hours over a 24-hour period.
- L) Plasma triglycerides measured every 4 hours over a 24-hour period.
- M) Plasma non-esterified fatty acids measured every 4 hours over a 24-hour period.
- N) Average daily running distance on voluntary running wheels.
- O) Average sum of energy expenditure in the light and dark phase when mice have access to voluntary running wheels.
- P) Average RER in the light and dark phase when mice have access to voluntary running wheels.

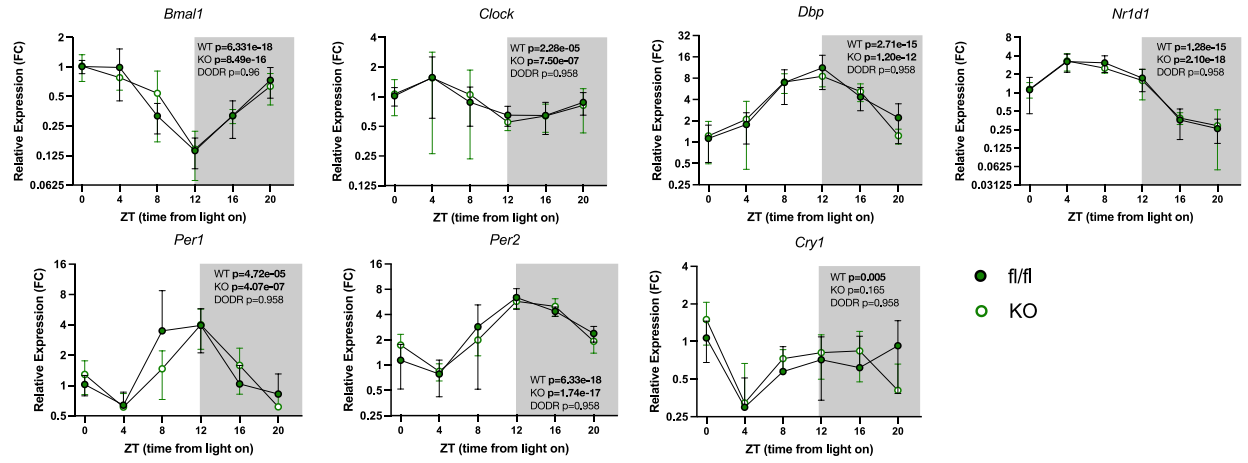

**Fig. S2.** Clock gene expression in quadriceps muscle measured every 4 hours over a 24-hour period.

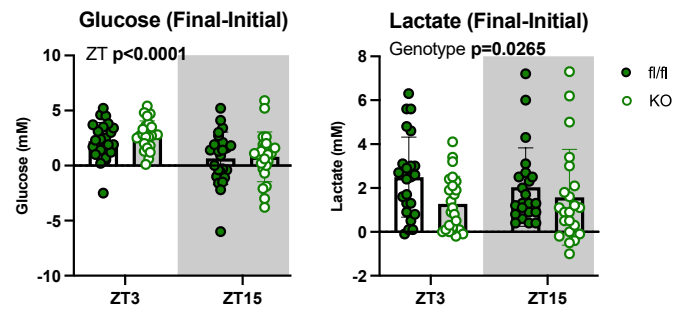

**Fig. S3.** Change in blood glucose and lactate levels from the pre to post exercise test.

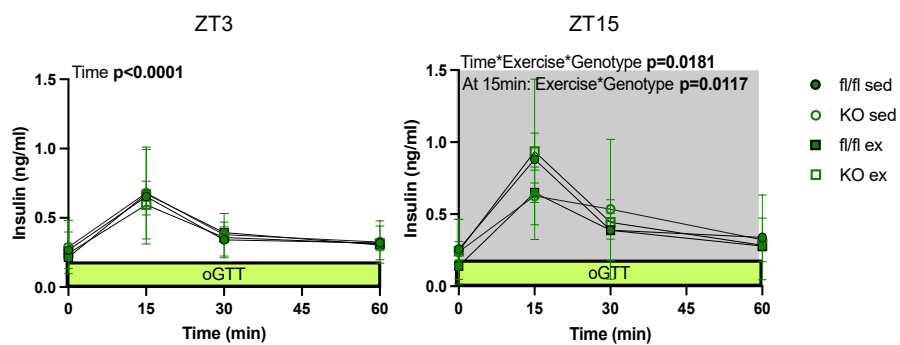

**Fig. S4.** Blood insulin measurements during an oral glucose tolerance test at ZT3 and ZT15 following an acute exercise bout.

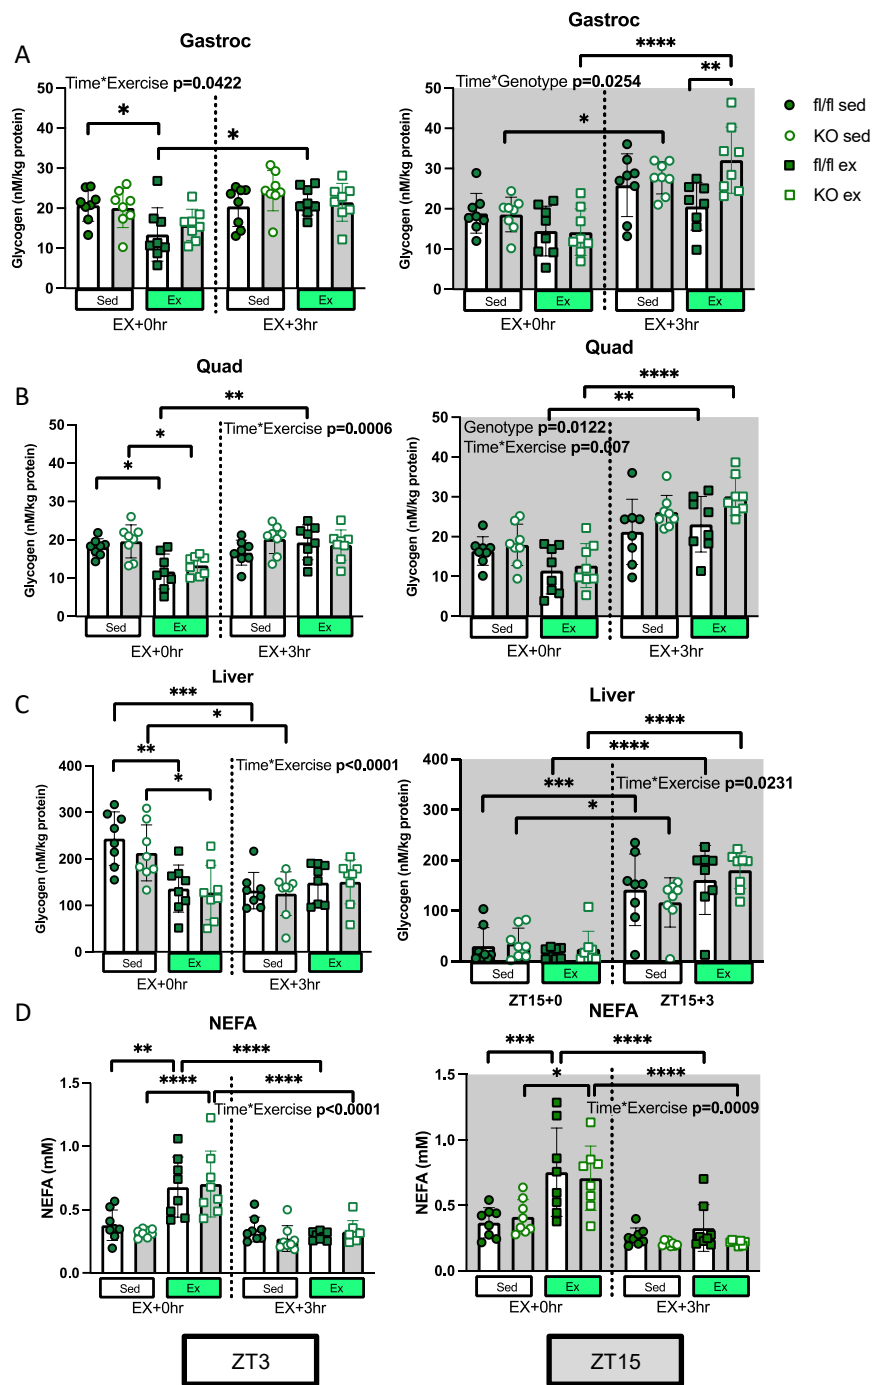

**Fig. S5.**

- A) Gastrocnemius muscle glycogen content at ZT3 and ZT15 measured immediately after an acute exercise bout (60 minutes) and measured 3 hours after the exercise bout.
- B) Quadriceps muscle glycogen content at ZT3 and ZT15 measured immediately after an acute exercise bout (60 minutes) and measured 3 hours after the exercise bout.
- C) Liver glycogen content at ZT3 and ZT15 measured immediately after an acute exercise bout (60 minutes) and measured 3 hours after the exercise bout.
- D) Plasma NEFA concentration at ZT3 and ZT15 measured immediately after an acute exercise bout (60 minutes) and measured 3 hours after the exercise bout.

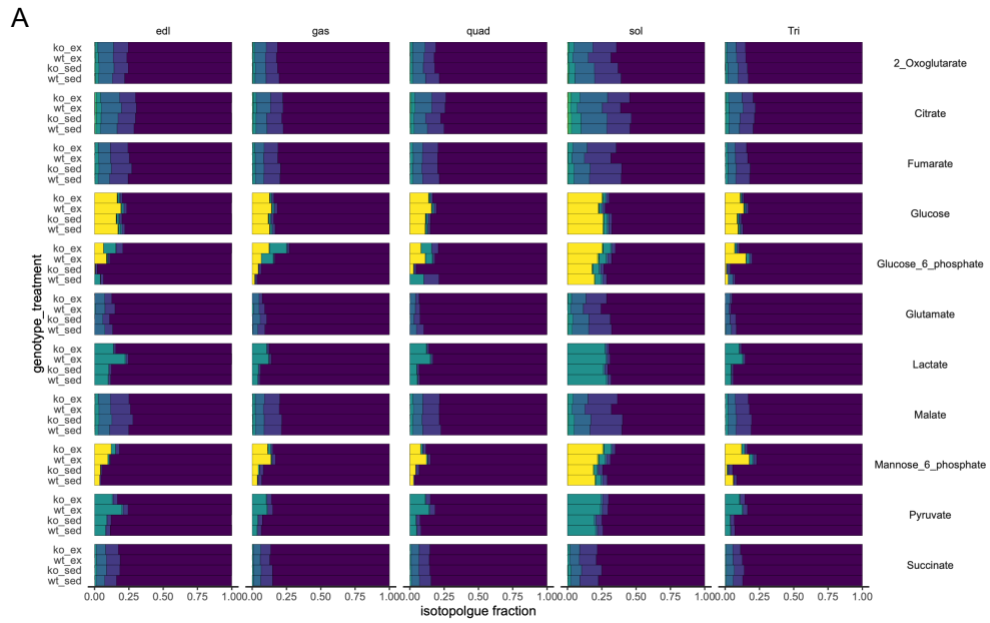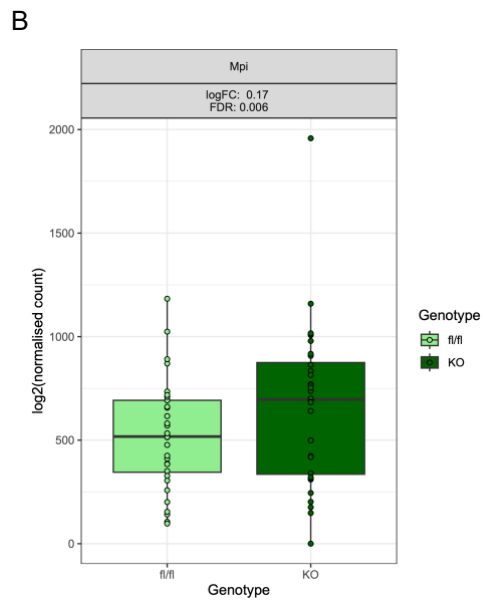

**Fig. S6.**

- A) Summary of the changes in  $^{13}\text{C}$  fractions of metabolites in Extensor Digitorum Longus (EDL), Gastrocnemius, quadriceps, soleus and triceps muscles following  $^{13}\text{C}$ -glucose administration in Hlf1a KO and WT mice.
- B) *Mpi* gene expression in the gastrocnemius

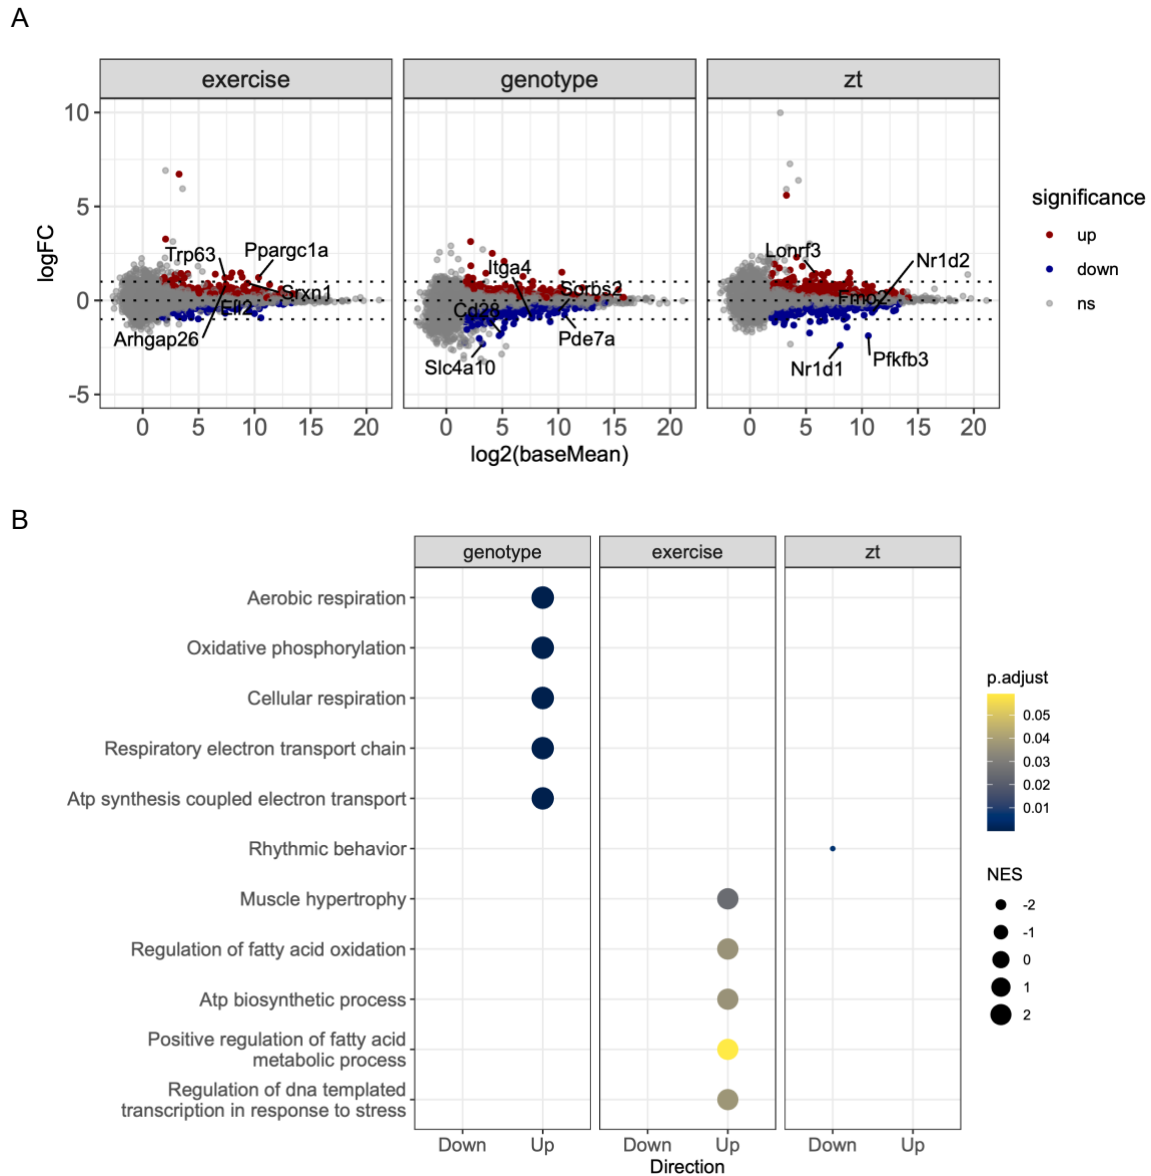

| Gene                           | Forward (5' to 3')          | Reverse (5' to 3')          |
|--------------------------------|-----------------------------|-----------------------------|
| <b>18S</b>                     | AGT CCC TGC CCT TTG TAC ACA | GAT CCG AGG GCC TCA CTA AAC |
| <b>Hif1<math>\alpha</math></b> | AGCTTCTGTTATGAGGCTCACC      | GTCCATCTGTGCCTTCATCTCA      |
| <b>Bmal1</b>                   | TAGGATGTGACCGAGGGAAG        | TCAAACAAGCTCTGGCCAAT        |
| <b>Clock</b>                   | CGTCCTTCAGCAGTCAGTCCA       | TTGCAGCTTGAGACATCGCT        |
| <b>Nr1d1</b>                   | GTCTCTCCGTTGGCATGTCT        | CCAAGTTCATGGCGCTCT          |
| <b>DBP</b>                     | AATGACCTTTGAACCTGATCCCGCT   | GCTCCAGTACTTCTCATCCTTCTGT   |
| <b>Per1</b>                    | TCAGAGTCCCAGACCAGGTGTC      | GGTGCACAACGGGGCTTTTG        |
| <b>Per2</b>                    | AATGGCCAAGAGGAGTCTCA        | ATGCTTCCTTCTGTCCTCCA        |
| <b>Cry1</b>                    | AGCGCAGGTGTCGGTTATGAGC      | ATAGACGCAGCGGATGGTGTCTG     |

**Table S1.** Primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

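Gastrocnemius muscle RNA was measured by poly-A RNA sequencing in 64 mice, 4 males and 4 females in each of 8 groups defined by genotype (fl/fl or HIF1α KO), time of day (ZT3 or ZT15), and treatment (sedentary or exercised). Mice ran for 60 min in total, with the speed raised from 6 to 16 m/min at the start, and muscle was collected 3 h later. The sample labels also give an incline of 5%, which the paper's text does not. Conditions, sexes, and mouse numbers were taken from the sample labels, and every library was assigned to a group. The 63 libraries that the paper used gave the main values, and the library of mouse 44, which the paper left out for low coverage, was added as an alternative.

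The authors aligned the reads to the mouse genome mm10 with STAR and counted them per gene with featureCounts, and the deposited values are raw counts, with no normalization, filter, or pooling. The versions of these tools, the annotation release, the strand setting, and the handling of shared reads are not in the paper's text. Total counts per library ranged from 2359780 to 40377963, so 1 CPM corresponded to 2.36 counts in the shallowest and 40.4 counts in the deepest library. Gene identifiers were matched without their version to the GENCODE M21 annotation of GRCm38 (55141 of 55401 matched, 54349 of them with the same version), and coordinates are 1-based on GRCm38.

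Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10), which left 15241, libraries were scaled by TMM, and robust quasi-likelihood models with the design of group plus sex were fitted over all 63 libraries (glmQLFit and glmQLFTest). The Benjamini-Hochberg adjustment was made within each comparison, and an adjusted p under 0.1 counted as differentially expressed. The comparisons were HIF1α KO against fl/fl in each of the 4 combinations of time of day and treatment and averaged over them, ZT15 against ZT3 and exercised against sedentary in each of the 4 remaining groups, and the interactions of genotype with time of day and with exercise. Standard errors were derived from the fold change and its F statistic. CPM values used the TMM-scaled library sizes.

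Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over 16 sets. The estimated correlation was above 0.01 in all sets but the HIF1 targets (0.00815), so camera's p-values for the others may be too small. The sets were written from gene symbols and cover OXPHOS subunits and their assembly, mitochondrial and cytoplasmic ribosomal proteins, central metabolism, HIF1 targets, the clock, slow-fiber genes, and markers of blood, lymphocytes, and adipose tissue. The gene ontology annotation that the paper's enrichment rests on was not used here, so enrichment values are not those of the paper's terms. A score per mouse was the mean of centered log2 CPM over the genes of a set, and group differences in it were tested by exact two-sided permutation. With a covariate, its effect was estimated over all 63 libraries together with the groups and subtracted from the score. The adjusted scores were then permuted freely, not within blocks. Permutation p-values with a covariate thus leave out the uncertainty of the estimated effect. Tests on 63 libraries used 100000 shuffles. Lists of genes matched on expression and length, and shuffles of gene positions, numbered 10000 each.

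The assignment of samples, the models, the gene sets' main test, and the following alternatives were fixed before the data were examined: all 64 libraries, no sex term, at least 10 counts in every library, no filter beyond 1 count in 1 library, an adjusted p under 0.05, RLE size factors, the Wald test of DESeq2 1.42.0, the slow-fiber score as a covariate, only the compared groups in the model, the rotation test fry, preranked fgsea 1.28.0, cameraPR on DESeq2's Wald statistics, the Reactome set of respiratory electron transport (92 genes, 64 tested, 59 of them OXPHOS subunits), and a score from z-scored genes. Alternatives chosen after seeing the data were the block of 16 mouse numbers, a spline of the mouse number with 4 degrees of freedom, the log2 share of mitochondrial rRNA as covariates, the removal of the 3 libraries under 5 M counts, and camera with the estimated inter-gene correlation. Other splits of the mice, up to 100 for a result and 60 for sex and for the blocks, were refitted with the same model.

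Genes were named by a rule written at the same stage as the models: every gene that the paper names in its text or figures on these samples (Hif1a, Mpi, the genes labelled in Fig. 4G, Fig. 5C, and Fig. S7A, the clock genes of Fig. S2, and the genes of the pyruvate dehydrogenase complex), and the 3 genes with the smallest p past the threshold in each genotype comparison and their average. Results for some genes are not reported here. Counts of Gm genes, antisense genes, and immunoglobulin genes are uncertain because reads may be shared with other genes.

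The statistics were tested on simulated data with the means and library sizes of the real libraries and 200 changed genes. Averaged over the 4 combinations, edgeR recovered 89.6% of 67 genes with a log2 change of 0.5, 100% of 67 with 1, and 100% of 66 with 2, and called 21 of 14961 unchanged genes. In the single comparison of exercised mice at ZT3 it recovered 44.8%, 85.1%, and 100%, with 15 unchanged genes called. DESeq2 recovered 91.0% and 47.8% of the genes with a log2 change of 0.5, with 31 and 24 unchanged genes called. Of 100 unshifted sets of 80 genes, 0 had a camera p and 6 a fry p under 0.05. Simulated genes were independent, so this does not cover the correlation between real genes.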

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

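The tests with the block of mouse numbers, the tests of the mitochondrial rRNA share, and the splits of the mice for the OXPHOS genes, for sex, and for the blocks were chosen only after the results were seen, while the splits for the exercise response were set earlier.

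After exercise, the genotype difference of the OXPHOS genes was larger at ZT3 than at ZT15, by a mean log2 fold change of 0.37 over 80 genes, positive for 76 (adjusted p = 6.78e-14 from camera). The per-mouse score gave 0.35 (exact permutation p = 0.0351, 31 exercised mice). In sedentary mice the same differences were −0.22 (5 of 80 genes positive, adjusted p = 7.42e-09) and −0.18 (exact permutation p = 0.242). Cytoplasmic ribosomal protein genes gave 0.44 in exercised mice (83 of 85 positive, adjusted p = 3.90e-23), and the OXPHOS genes of the mitochondrial genome gave −1.22 (1 of 7 positive, adjusted p = 0.000238). When the times of day were shuffled within genotype and treatment, 5 of 100 splits, the real one included, gave as large a mean over the nuclear genes. The other 4 each parted the blocks of mouse numbers by 6.5 mice, against 5.5 for the real one, and 17 of the splits did so at least as far. Splits that follow the mouse number thus gave values as large, and block and time of day cannot be told apart here.

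With the block of mouse numbers as a covariate the mean was 0.12 (adjusted p = 0.000139) and the score gave 0.13 (exact permutation p = 0.182). With the mitochondrial rRNA share as a covariate they were 0.035 (adjusted p = 0.454) and 0.048 (exact permutation p = 0.652). Without the libraries under 5 M counts the score gave 0.36 (exact permutation p = 0.0363), but only 1 of them came from an exercised mouse, so this leaves depth open. Over all alternatives, camera's adjusted p ranged from 2.55e-19 to 0.596. A candidate explanation is library handling that followed the mouse number, and another is a dependence of the genotype difference on time of day after exercise. Because the block removed most of the difference and the groups were spread unevenly over the blocks, the pattern cannot be told apart from library handling.

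Among 7 measures in the 8 groups, 56 in all, 2 had a library far from the others of its group by Dixon's test, where 2.8 were expected by chance. The cytoplasmic ribosomal score of mouse 22 (sedentary fl/fl, ZT3) was 0.509, against −0.126 to 0.164 in the other mice of its group. Its OXPHOS score was also above theirs, at 0.471 against −0.208 to 0.180. Mouse 33 (sedentary HIF1α KO, ZT3) had 40.4 M counts, against 9.64 to 21.9 M in the others. Both are single libraries, 2 fall within the number expected by chance, and no biological explanation was tested.

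The paper does not report on differences that follow the number of the mouse. Between the 4 blocks of 16 mouse numbers, 8208 of 15241 transcripts had an adjusted p under 0.1 in edgeR's model with group and sex. With the blocks shuffled among the mice of each group, 1 of 60 splits, the real one included, gave as many, and the largest number among the others was 9. The share of mitochondrial rRNA, in libraries made from poly-A RNA, also followed the blocks (permutation p = 1e-05, the smallest that 100000 shuffles can give), which explained 65.2% of its variance. For the 8 groups of genotype, time of day, and treatment, the permutation p was 0.0671 (20.5% of the variance). Over the 6 tests of this kind the adjusted p was 2e-05 for the blocks and 0.0671 for the groups. A single gene, listed as ENSMUSG00000118642 without an entry in the annotation and singled out after its values were seen, took up to 27.9% of the counts of a library, with medians of 2.06%, 1.04%, 0.666%, and 1.66% in the blocks. These values are consistent with handling or sequencing of the libraries in batches by mouse number. The design gives no biological meaning to the numbers, and no biological explanation was tested.

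The paper used sex as a covariate and does not report its effect. Males and females differed in 3692 of 14749 autosomal transcripts (1981 higher and 1711 lower in males). With sex shuffled among the mice of each group, 1 of 60 splits, the real one included, gave as many, and the largest number among the others was 4. With the block of mouse numbers as a covariate, 4367 transcripts differed. The genotype difference itself differed between the sexes for 6 transcripts (3 with a larger and 3 with a smaller value in males), and 1600 had an unadjusted p under 0.05. With genotype shuffled within time of day, treatment, and sex, 1 of 60 splits, the real one, gave as many as 6 passing transcripts. The number at an unadjusted p under 0.05 was not counted in these splits. Under the model with the block, 7 passed (611 at an unadjusted p under 0.05), and 5 of these also passed without it. Among the 6 without the block, and named after their values were seen, were C130080G10Rik (2.84, 0.00169), Shc2 (−0.996, 0.0120), Gbp7 (0.53, 0.0157), and Tfcp2l1 (−0.82, 0.0323), each with its log2 difference and adjusted p. Males and females were spread evenly over the blocks. Chance and library handling by mouse number thus did not account for the difference between males and females, which remains as a hypothesis. For the genotype difference by sex, the number at an unadjusted p under 0.05 was below 5% of the tested transcripts with the block, so beyond single transcripts it cannot be told apart from library handling. A difference in dissection between males and females was not tested.

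The paper does not report the number of transcripts that differ between exercised and sedentary mice. In fl/fl mice, 36 differed at ZT3 (30 higher and 6 lower after exercise), and 0 at ZT15 (1406 at an unadjusted p under 0.05). In HIF1α KO mice, 20 differed at ZT3 (16 higher and 4 lower) and 9 at ZT15, all higher. With treatment shuffled within genotype and time of day, 2, 100, 1, and 1 of 100 splits, in the order fl/fl at ZT3 and ZT15 and HIF1α KO at ZT3 and ZT15, gave as many, the real one included. The other split of the fl/fl mice at ZT3 gave 1002 transcripts and parted the blocks as far as the real one did, by 3 mice, with 4, 0, 1, and 3 mice of the 4 blocks on one side and 2, 2, 2, and 2 on the other. Of the splits, 53 parted the blocks at least as far, and among them only these 2 gave that many transcripts. In the same order, the numbers were 31, 2, 29, and 14 with the block as a covariate and 35, 0, 20, and 8 without the libraries under 5 M counts (1302 at an unadjusted p under 0.05 for fl/fl mice at ZT15). The block thus did not account for the numbers above 0, and an effect of exercise remains as a hypothesis. Depth is left open, since none of the removed libraries came from HIF1α KO mice at ZT3 and each of the other 3 comparisons lost at most 1. With the slow-fiber score as a covariate, 7 transcripts differed in HIF1α KO mice at ZT3, against 58 with the mitochondrial rRNA share and 65 with the spline of the mouse number. Because slow-fiber genes themselves were higher after exercise in this group, the slow-fiber score cannot tell a difference in the dissected muscle from a response to exercise. The exercise response differed between genotypes for 0 transcripts at ZT3 and 0 at ZT15 (702 and 1388 at an unadjusted p under 0.05).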

How the results depend on the processing

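Results were recomputed while 1 choice was changed at a time. For numbers of transcripts, a change of more than 1.5 times is reported, and for tested values a change of sign or of the side of the threshold. For every change listed here, the cause was not tested. No paired analysis was possible because the mice carry individual numbers that no 2 groups share. The fit to the compared groups alone was not run for the average over the 4 combinations, which uses all groups.

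Every alternative that was run on the given result kept more than 0 transcripts between genotypes in exercised mice, from 38 to 482 at ZT3 and from 10 to 89 at ZT15. On average over the 4 combinations, the number of higher transcripts ranged from 379 to 749 and that of lower ones from 316 to 719. Mpi kept its direction and an adjusted p under 0.1 in all 9 alternatives run on it, with log2 fold changes from 0.16 to 0.19 and adjusted p from 0.00617 to 0.0232. Hif1a had log2 fold changes from −0.027 to 0.011 (adjusted p from 0.821 to 0.997). Preranked fgsea, cameraPR, and the Reactome set each kept 10 of 10 OXPHOS results on their side of the threshold.

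With no filter on low counts, the number of transcripts differing between genotypes was 35 in sedentary mice at ZT3, 49 in exercised mice at ZT3, 1 in sedentary mice at ZT15, and 25 in exercised mice at ZT15, and transcripts that passed in a single genotype comparison numbered 35 in exercised mice at ZT3, 0 in sedentary mice at ZT15, and 15 in exercised mice at ZT15. Without a filter, the numbers between ZT15 and ZT3 were 123 in sedentary fl/fl, 104 in exercised fl/fl, and 57 in exercised HIF1α KO mice, and those passing in a single group were 69 in sedentary fl/fl, 61 in exercised fl/fl, and 17 in exercised HIF1α KO mice. The exercise response without a filter comprised 8 in HIF1α KO mice at ZT3. Averaged over the 4 combinations, 391 higher transcripts passed without a filter.

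With at least 10 counts required in every library, the number of transcripts differing between genotypes was 4 in sedentary mice at ZT15, and transcripts that passed in a single genotype comparison numbered 292 in exercised mice at ZT3.

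Without the sex term, the number of transcripts differing between genotypes was 18 in sedentary mice at ZT3, 38 in exercised mice at ZT3, and 10 in exercised mice at ZT15, and transcripts that passed in a single genotype comparison numbered 8 in sedentary mice at ZT3, 28 in exercised mice at ZT3, 2 in sedentary mice at ZT15, and 3 in exercised mice at ZT15. Without sex, the numbers between ZT15 and ZT3 were 143 in sedentary fl/fl, 109 in exercised fl/fl, 46 in sedentary HIF1α KO, and 62 in exercised HIF1α KO mice, and those passing in a single group were 97 in sedentary fl/fl, 71 in exercised fl/fl, 11 in sedentary HIF1α KO, and 24 in exercised HIF1α KO mice. The exercise response without sex comprised 23 in fl/fl mice at ZT3.

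At an adjusted p under 0.05, the number of transcripts differing between genotypes was 33 in sedentary mice at ZT3, 50 in exercised mice at ZT3, and 37 in exercised mice at ZT15, and transcripts that passed in a single genotype comparison numbered 15 in sedentary mice at ZT3, 32 in exercised mice at ZT3, 2 in sedentary mice at ZT15, and 18 in exercised mice at ZT15. At 0.05, the numbers between ZT15 and ZT3 were 112 in sedentary fl/fl, 105 in exercised fl/fl, and 56 in exercised HIF1α KO mice, and those passing in a single group were 62 in sedentary fl/fl, 63 in exercised fl/fl, 12 in sedentary HIF1α KO, and 17 in exercised HIF1α KO mice. The exercise response at 0.05 comprised 23 in fl/fl mice at ZT3. Averaged over the 4 combinations, 379 higher and 316 lower transcripts passed at 0.05.

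When a model held only the groups compared, the number of transcripts differing between genotypes was 26 in sedentary mice at ZT3, 2 in sedentary mice at ZT15, and 25 in exercised mice at ZT15, and transcripts that passed in a single genotype comparison numbered 7 in sedentary mice at ZT3 and 12 in exercised mice at ZT15. In the smaller fits, the numbers between ZT15 and ZT3 were 47 in sedentary HIF1α KO and 56 in exercised HIF1α KO mice, and those passing in a single group were 188 in exercised fl/fl, 6 in sedentary HIF1α KO, and 14 in exercised HIF1α KO mice. The exercise response in the smaller fits comprised 3 in HIF1α KO mice at ZT3 and 24 in HIF1α KO mice at ZT15.

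With the DESeq2 Wald test, the number of transcripts differing between genotypes was 482 in exercised mice at ZT3 and 17 in sedentary mice at ZT15, and transcripts that passed in a single genotype comparison numbered 43 in sedentary mice at ZT3, 444 in exercised mice at ZT3, 7 in sedentary mice at ZT15, and 49 in exercised mice at ZT15. In DESeq2, the numbers between ZT15 and ZT3 were 446 in sedentary fl/fl, 273 in exercised fl/fl, and 190 in exercised HIF1α KO mice, and those passing in a single group were 313 in sedentary fl/fl, 195 in exercised fl/fl, 30 in sedentary HIF1α KO, and 87 in exercised HIF1α KO mice. The exercise response in DESeq2 comprised 86 in fl/fl mice at ZT3, 16 in fl/fl mice at ZT15, 62 in HIF1α KO mice at ZT3, and 34 in HIF1α KO mice at ZT15. DESeq2 also gave 29 transcripts for the interaction of genotype and time of day in exercised mice, 2 in sedentary mice, and 1 for the exercise response between genotypes at ZT3. Hif1a had a log2 fold change of −0.0014, and of −0.0024 with RLE size factors in edgeR. The numbers of transcripts with RLE stayed within the reported limit.

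With the slow-fiber score, the numbers between ZT15 and ZT3 were 190 in sedentary fl/fl mice, and those passing in a single group were 117 in sedentary fl/fl mice. The exercise response with the slow-fiber score comprised 7 in HIF1α KO mice at ZT3.

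The mean log2 fold change of the OXPHOS genes over all 64 libraries was 0.068 between genotypes in sedentary mice at ZT3 (adjusted p = 0.142), 0.33 between genotypes in exercised mice at ZT3 (adjusted p = 0.272), −0.14 between ZT15 and ZT3 in exercised HIF1α KO mice (adjusted p = 0.970), and 0.34 for the interaction in exercised mice (adjusted p = 0.261). The genotype difference of the OXPHOS score over all 64 libraries was −0.84 in exercised mice at ZT3 (p = 0.996) and −0.83 for the interaction in exercised mice (p = 0.984), by exact permutation.

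The remaining alternatives were chosen after seeing the data. With the blocks of 16 mouse numbers as a covariate, the number of transcripts differing between genotypes was 108 in sedentary mice at ZT3, 59 in exercised mice at ZT3, and 18 in sedentary mice at ZT15, and transcripts that passed in a single genotype comparison numbered 70 in sedentary mice at ZT3, 24 in exercised mice at ZT3, 6 in sedentary mice at ZT15, and 18 in exercised mice at ZT15. With the block, the numbers between ZT15 and ZT3 were 878 in sedentary fl/fl mice, and those passing in a single group were 740 in sedentary fl/fl and 71 in exercised fl/fl mice. The exercise response with the block comprised 2 in fl/fl mice at ZT15 and 14 in HIF1α KO mice at ZT15. The mean log2 fold change of the OXPHOS genes in this model was 0.00043 between genotypes in sedentary mice at ZT3 (adjusted p = 0.982), 0.084 between genotypes in exercised mice at ZT15 (adjusted p = 1.86e-05), 0.031 between ZT15 and ZT3 in exercised fl/fl mice (adjusted p = 0.373), and 0.025 between ZT15 and ZT3 in sedentary HIF1α KO mice (adjusted p = 0.226). The genotype difference of the OXPHOS score in this model was 0.074 in exercised mice at ZT15 (p = 0.343) and 0.13 for the interaction in exercised mice (p = 0.182), by exact permutation. Hif1a had a log2 fold change of −0.024.

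Given a spline of the mouse number, the number of transcripts differing between genotypes was 116 in sedentary mice at ZT3, 80 in exercised mice at ZT3, and 2 in sedentary mice at ZT15, and transcripts that passed in a single genotype comparison numbered 80 in sedentary mice at ZT3, 41 in exercised mice at ZT3, and 14 in exercised mice at ZT15. With the spline, the numbers between ZT15 and ZT3 were 569 in sedentary fl/fl mice, and those passing in a single group were 463 in sedentary fl/fl and 71 in exercised fl/fl mice. The exercise response with the spline comprised 7 in fl/fl mice at ZT15 and 65 in HIF1α KO mice at ZT3. The mean log2 fold change of the OXPHOS genes under the spline was −0.044 between genotypes in sedentary mice at ZT3 (adjusted p = 0.0555), 0.091 between genotypes in exercised mice at ZT15 (adjusted p = 1.72e-06), and 0.039 between ZT15 and ZT3 in sedentary HIF1α KO mice (adjusted p = 0.0349). The genotype difference of the OXPHOS score under the spline was −0.041 in sedentary mice at ZT3 (p = 0.593), 0.083 in exercised mice at ZT15 (p = 0.249), and 0.15 for the interaction in exercised mice (p = 0.179), by exact permutation. Hif1a had −0.027.

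Given the log2 share of mitochondrial rRNA, the number of transcripts differing between genotypes was 150 in sedentary mice at ZT3, 84 in exercised mice at ZT3, 13 in sedentary mice at ZT15, and 36 in exercised mice at ZT15, and transcripts that passed in a single genotype comparison numbered 96 in sedentary mice at ZT3, 28 in exercised mice at ZT3, 4 in sedentary mice at ZT15, and 16 in exercised mice at ZT15. With the rRNA share, the numbers between ZT15 and ZT3 were 119 in exercised fl/fl mice, and those passing in a single group were 130 in sedentary fl/fl, 56 in exercised fl/fl, and 34 in sedentary HIF1α KO mice. The exercise response with the rRNA share comprised 3 in fl/fl mice at ZT15 and 58 in HIF1α KO mice at ZT3. The mean log2 fold change of the OXPHOS genes given the rRNA share was −0.015 between genotypes in sedentary mice at ZT3 (adjusted p = 0.806), 0.16 between genotypes in exercised mice at ZT15 (adjusted p = 2.90e-17), 0.0010 between ZT15 and ZT3 in exercised fl/fl mice (adjusted p = 0.791), 0.075 between ZT15 and ZT3 in sedentary HIF1α KO mice (adjusted p = 0.000186), −0.034 between ZT15 and ZT3 in exercised HIF1α KO mice (adjusted p = 0.397), and 0.035 for the interaction in exercised mice (adjusted p = 0.454). The genotype difference of the OXPHOS score given the rRNA share was −0.0067 in sedentary mice at ZT3 (p = 0.874), 0.18 in sedentary mice at ZT15 (p = 0.0536), 0.15 in exercised mice at ZT15 (p = 0.0389), and 0.048 for the interaction in exercised mice (p = 0.652), by exact permutation. Hif1a had −0.015.

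Without the 3 libraries under 5 M counts, the number of transcripts differing between genotypes was 142 in exercised mice at ZT3 and 0 in sedentary mice at ZT15, and transcripts that passed in a single genotype comparison numbered 111 in exercised mice at ZT3 and 0 in sedentary mice at ZT15. Without these libraries, the numbers between ZT15 and ZT3 were 183 in sedentary fl/fl mice, and those passing in a single group were 113 in sedentary fl/fl and 9 in sedentary HIF1α KO mice. At an unadjusted p under 0.05, 1640 transcripts differed between genotypes in sedentary mice at ZT15.

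Gene set p-values depended on how the correlation between genes was treated. With the correlation estimated from the residuals in place of 0.01, camera's adjusted p rose to 0.95 between genotypes in sedentary mice at ZT3 (mean log2 fold change 0.070), 0.288 between genotypes in exercised mice at ZT3 (mean log2 fold change 0.36), 0.320 between genotypes in sedentary mice at ZT15 (mean log2 fold change 0.29), 0.178 between genotypes on average (mean log2 fold change 0.18), 0.512 between ZT15 and ZT3 in sedentary fl/fl mice (mean log2 fold change −0.24), 0.628 between ZT15 and ZT3 in exercised fl/fl mice (mean log2 fold change 0.20), 0.816 between ZT15 and ZT3 in exercised HIF1α KO mice (mean log2 fold change −0.17), and 0.596 for the interaction (mean log2 fold change 0.37). The rotation test fry gave an adjusted p of 0.912 between genotypes in sedentary mice at ZT3 (mean log2 fold change 0.070), 0.104 between ZT15 and ZT3 in sedentary fl/fl mice (mean log2 fold change −0.24), 0.220 between ZT15 and ZT3 in exercised fl/fl mice (mean log2 fold change 0.20), 0.470 between ZT15 and ZT3 in exercised HIF1α KO mice (mean log2 fold change −0.17), and 0.122 for the interaction (mean log2 fold change 0.37), and kept the genotype difference under 0.1 in exercised mice at ZT3 (0.0232), in sedentary mice at ZT15 (0.0905), and on average (0.00501). Over all alternatives, adjusted p ranged from 1.26e-28 to 0.288 at ZT3 after exercise, from 1.90e-28 to 0.320 at ZT15 in sedentary mice, and from 2.55e-19 to 0.596 for the interaction.

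Among 37 comparisons of single named genes, 6 became weaker with the block of mouse numbers, 3 with all 64 libraries, and 1 with the slow-fiber score, and 3 of 36 became stronger with DESeq2. None of these changed sign.

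On simulated counts with the same library sizes, edgeR recovered 44.8% of 67 transcripts with a log2 change of 0.5 in a single comparison and 89.6% on average over the 4 combinations.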

Differences from the paper's values

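For the comparison of ZT15 with ZT3, the paper reports 451 transcripts in sedentary fl/fl mice, 273 in exercised fl/fl mice, and 191 in exercised HIF1α KO mice, against 286, 180, and 101 here. Of these, the paper reports 317 as unique to sedentary fl/fl mice and 193 as unique to exercised fl/fl mice, against 198 and 119 here. Among the alternatives set before the data were examined, the DESeq2 Wald test, which the paper's methods name, brought all 5 numbers within 1.5 times of the paper's, at 446, 273, 190, 313, and 195. For exercised fl/fl mice the numbers were also within that limit with at least 10 counts in every library (191, of which 135 were unique) and with only the compared groups in the model (243, of which 188 were unique), and the total was within it with RLE size factors (184). The other alternatives set before did not come within it. Of the models chosen after seeing the values, the spline of the mouse number did in sedentary fl/fl mice (569, of which 463 were unique) and the block of mouse numbers in exercised HIF1α KO mice (149).

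Between genotypes after exercise at ZT3, the paper reports 516 transcripts, 477 of them unique to that comparison, against 218 and 181 here. DESeq2 gave 482 and 444, and no other alternative that was run came within 1.5 times. After exercise at ZT15, the paper reports 50 unique transcripts, against 31 here. DESeq2 gave 49 and RLE size factors gave 34, and the other alternatives set before did not come within that limit. In sedentary mice, the paper's numbers of unique transcripts, read by eye, are about 44 at ZT3 and about 7 at ZT15 in Fig. 5D, against 23 and 1 here. DESeq2 gave 43 and 7, and the other alternatives set before did not close the gap. The block of mouse numbers, which was chosen after seeing the values, gave 6 at ZT15.

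The paper's adjusted p of Mpi is about 0.006 in Fig. S6B, read by eye, against 0.0148 here. DESeq2 gave 0.00617, and the other alternatives set before did not close the gap. The lowest sequencing depth in the paper is 24 M reads, while the lowest total of counts on genes here was 2.36 M, in the 63 libraries the paper used. The paper's lowest depth lies above its own mean of 16 M reads, so the 2 lowest values cannot be compared. Its mean of 16 M and highest of 40 M are close to the 15.9 M and 40.4 M here. Depth has no alternative setting, so none closed the gap in the lowest value.

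Fig. 4G marks Pomgnt1, Gpt2, and Nfe2l1 as differentially expressed after exercise at ZT3. Here their adjusted p was 0.122, 0.137, and 0.157 in edgeR, with log2 fold changes of 0.33, 0.33, and −0.25, and 0.0769, 0.0981, and 0.0912 in DESeq2, set before the data were examined, which called all 3.

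Fig. 5B shows terms of oxidative metabolism between ZT15 and ZT3 in sedentary fl/fl mice only. Here the OXPHOS genes also passed camera's threshold in exercised fl/fl mice, by 0.20 (75 of 80 genes higher, adjusted p = 8.69e-09), and in exercised HIF1α KO mice, by −0.17 (6 of 80 genes higher, adjusted p = 3.72e-07). Neither passed with fry (adjusted p = 0.220 and 0.470) or with camera's estimated correlation, which was chosen after seeing the values (adjusted p = 0.628 and 0.816). In sedentary fl/fl mice the genes did not pass with these tests either (adjusted p = 0.104 and 0.512), so they do not separate the groups. Over all alternatives the adjusted p ranged from 8.91e-12 to 0.791 in exercised fl/fl mice and from 2.22e-09 to 0.970 in exercised HIF1α KO mice. The per-mouse score had an exact permutation p of 0.0106 in sedentary fl/fl mice, against 0.0688 and 0.230 in these exercised groups. Splits with as large a mean numbered 3 of 100, against 15 and 20. These values lean towards the paper's pattern, but with the mitochondrial rRNA share as a covariate the permutation p in sedentary fl/fl mice was 0.0546.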

Other observations

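Chosen only after the results were seen were the tests with the block of mouse numbers, without shallow libraries, on short transcripts, on cytoplasmic ribosomal protein genes, on B-cell markers, and on the chromosomal positions of the top 50 genes, and the splits for the OXPHOS genes. Splits for the numbers of transcripts, the slow-fiber test, and the positions of all differing genes were set earlier.

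After exercise, 157 more transcripts differed between genotypes at ZT3 than at ZT15. With the times of day shuffled, 5 of 100 splits, the real one included, gave as large a difference. It was 85 without the libraries under 5 M counts, 48 with the mitochondrial rRNA share as a covariate, 393 in DESeq2, and 13 with the block of mouse numbers as a covariate. A number of transcripts past a threshold can differ without a difference in effects. The interaction passed for 0 transcripts in edgeR (2323 at an unadjusted p under 0.05, and 727 with the block as a covariate). Library handling that followed the mouse number may account for much of this difference, which cannot be told apart from it. In sedentary mice, 213 more transcripts differed between ZT15 and ZT3 in fl/fl than in HIF1α KO mice, and 8 of 100 splits with the genotypes shuffled gave as large a difference. It was 786 with the block, 121 with the rRNA share, and 346 in DESeq2. The block thus did not account for it, while the splits left chance open.

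Other splits of the mice, 100 for each result with the real one included, gave the following. As many transcripts between genotypes were found in 2 splits in sedentary mice at ZT3, 1 in exercised mice at ZT3, 1 in sedentary mice at ZT15, and 1 in exercised mice at ZT15. Averaged over the 4 combinations, as many higher transcripts were found in 2 splits and as many lower ones in 2, and the largest number in another split was 2624 in both directions together, from the split that parted the blocks farthest. For ZT15 against ZT3, the splits with as many were 1 in sedentary fl/fl, 1 in exercised fl/fl, 2 in sedentary HIF1α KO, and 3 in exercised HIF1α KO mice. For the interactions of genotype with time of day in exercised and sedentary mice, and of genotype with exercise at ZT3 and ZT15, all 100 splits gave at least the 0 transcripts of the real one (2323, 535, 702, and 1388 at an unadjusted p under 0.05).

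Some of the other splits with as many transcripts followed the blocks of mouse numbers. For the average over the 4 combinations, the other split put 3, 14, 5, and 9 mice of the 4 blocks on one side and 13, 2, 10, and 7 on the other, and of 100 splits it was the farthest apart, by 14.5 mice against 4.5 for the real one. By the number of transcripts alone, block and genotype cannot be told apart in this average. With the block as a covariate, though, 602 were higher and 530 lower, and 976 of the 1259 transcripts were among them. In sedentary HIF1α KO mice, the other split between ZT15 and ZT3 gave 1558 transcripts and was the one of 100 that parted the blocks farthest, with 0, 4, 4, and 0 mice of the 4 blocks on one side and 4, 1, 1, and 2 on the other. By the number alone, block and time of day cannot be told apart here, but the real split parted the blocks by 2 mice, against 6, and 72 of its 73 transcripts also passed with the block as a covariate. In exercised HIF1α KO mice, the other splits gave 2062 and 2269 transcripts, and 40 and 12 of 100 splits parted the blocks at least as far. In sedentary mice at ZT3, the other split between genotypes gave 1372 transcripts and parted the blocks by 3 mice, as far as the real one did, like 72 of the 100 splits. Under the model with the block, 92 transcripts differed between ZT15 and ZT3 in sedentary and 149 in exercised HIF1α KO mice, and 108 between genotypes in sedentary mice at ZT3.

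For the mean of the OXPHOS genes, splits with as large a value numbered 54 in sedentary mice at ZT3, 1 in exercised mice at ZT3, 2 in sedentary mice at ZT15, 90 in exercised mice at ZT15, and 1 on average, each of 100 between genotypes. For ZT15 against ZT3 they numbered 3 in sedentary fl/fl, 15 in exercised fl/fl, 80 in sedentary HIF1α KO, and 20 in exercised HIF1α KO mice. The differences between ZT15 and ZT3 that camera called in exercised mice of both genotypes were thus no larger than many other splits gave. The other split of the sedentary mice at ZT15 parted the blocks by 5 mice (against 2 for the real one; 10 of the splits did so at least as far), and the 2 others of the sedentary fl/fl mice by 4 (against 1; 24 of the splits).

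The OXPHOS genes were higher in HIF1α KO mice after exercise at ZT3 by 0.36 (77 of 80 genes, adjusted p = 1.15e-23 from camera). With a score of 14 slow-fiber genes as a covariate, for the fiber content of the dissected piece of muscle, the mean was 0.36. With the block of mouse numbers it was 0.20 (adjusted p = 1.03e-19). The block thus did not remove it, and the slow-fiber score, which had no relation to the OXPHOS score across mice, did not move it, so a part of fiber content that this score does not capture is left open. Camera's adjusted p ranged from 1.26e-28 to 0.288 over the alternatives. The OXPHOS genes are short, with a median exonic length of 1631 bp against 4150 bp for all tested genes. Among 10000 lists of genes matched on length and expression, a share of 0 had as high a mean, although short transcripts moved the same way, with list means of 0.13 on average (from −0.00128 to 0.23). With the score of cytoplasmic ribosomal protein genes as a covariate, the difference of the per-mouse score went from 0.34 to 0.064. A shift shared by the OXPHOS and cytoplasmic ribosomal protein genes may therefore underlie the difference. Length and expression alone did not give as high a mean in the matched lists. A higher expression of OXPHOS genes in HIF1α KO mice cannot be told apart from the shared shift, which could be either technical or biological.

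In sedentary fl/fl mice, the OXPHOS genes were lower at ZT15 than at ZT3 by a mean log2 fold change of −0.24 (6 of 80 genes higher, adjusted p = 6.37e-11). The mean was −0.20 with the block as a covariate. With the mitochondrial rRNA share as a covariate, the difference of the per-mouse score went from −0.22 to −0.13 (exact permutation p = 0.0546, adjusted p = 0.109). A share of 0 of 10000 matched lists of short transcripts had as low a mean as the OXPHOS genes (list means of −0.057 on average). Such lists do not keep the correlation between OXPHOS genes, and the share was also 0 in exercised mice of both genotypes, so it shows that short transcripts in general moved less and does not exclude chance. Cytoplasmic ribosomal protein genes also were lower, by −0.25 (7 of 85 genes higher, adjusted p = 6.37e-11). An effect of time of day on OXPHOS transcripts in fl/fl mice remains a hypothesis, and a shift shared with the ribosomal genes was not tested as a covariate here.

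Over the 63 libraries, 4 relations with the OXPHOS score were computed. The score rose with that of cytoplasmic ribosomal protein genes (r = 0.852 and rho = 0.868; r = 0.822 without the 2 libraries farthest from the median). It fell with the log2 share of mitochondrial rRNA (r = −0.738 and rho = −0.686; r = −0.704) and with the score of the OXPHOS genes of the mitochondrial genome (r = −0.574 and rho = −0.583; r = −0.561). For each of these, the permutation p was 1e-05, the smallest that 100000 shuffles can give, and the adjusted p was 1.33e-05. Slow-fiber genes showed no relation (r = −0.0529 and rho = −0.0627, permutation p = 0.679 and 0.624, adjusted p = 0.679 and 0.624). Within the 4 blocks of mouse numbers, r was 0.457, 0.729, 0.825, and 0.636 for the cytoplasmic ribosomal score, 0.220, −0.557, −0.598, and −0.340 for the rRNA share, 0.00477, −0.229, −0.282, and −0.713 for the mitochondrial genome, and −0.114, 0.131, −0.156, and 0.0977 for the slow-fiber genes. The relations to the rRNA share and to the mitochondrial genome did not hold in the first block.

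Linkage of differing genes to the Cre transgene would place them near each other. Of 1258 transcripts with a position that differed between genotypes on average, at most 32 lay in a window of 20 Mb, on chromosome 11 of GRCm38 from 58104153 to 77460220, where 297 genes were tested (permutation p = 0.725 over 10000 shuffles of the positions). Of the 50 genes with the smallest p, at most 3 did, on chromosome 2 from 51656966 to 62694109, with 52 tested there (permutation p = 0.966). Neither number was above those of shuffled positions. However, the 3 genes with the smallest p, Itga4, Slc4a10, and Gm13490, all lie on chromosome 2 from 51656966 to 79333123. This span is wider than the window, and all 3 were lower in HIF1α KO mice. Gca, also among the 50 and lower, and Gpd2, which was higher on average, lie in the same span. Linkage is left open for these genes. Sorbs2, Lrp2bp, and Clcn3, also among the 50 and lower, lie within 1 window on chromosome 8 from 45507788 to 60983300. Shuffled positions gave as many, so linkage is neither shown nor excluded for these. Of 3 immunoglobulin heavy chain constant genes tested, whose counts are uncertain, 2 were higher in HIF1α KO mice on average. More B lymphocytes in the muscle could give this, but only 1 of 12 listed B-cell markers was tested (log2 fold change 0.15, unadjusted p = 0.210 from limma's camera), so the check is void and this explanation cannot be told apart from others.

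The paper's clock gene data (Fig. S2) come from quadriceps muscle. Here ZT3 and ZT15 name the run or sedentary period, and the muscle was taken 3 h after it, so the hours differ from these labels. In gastrocnemius muscle, among the 8 tested genes Arntl (Bmal1), Clock, Nr1d1, Dbp, Per1, Per2, Cry1, and Cry2, the smallest adjusted p between genotypes, over the 4 combinations and their average, was 0.162 for Nr1d1 (log2 fold change −0.71 in exercised mice at ZT3, edgeR). Adjusted over the 8 alone, 1 passed in these genotype comparisons, Nr1d1 in exercised mice at ZT3. Its log2 fold change with the block of mouse numbers as a covariate was −0.51 (adjusted p = 0.576 over all genes). At ZT15 against ZT3, 4 of the 8 passed in each of the 4 groups when adjusted over all genes, and adjusted over the 8 alone 4, 4, 5, and 4 passed in sedentary fl/fl, exercised fl/fl, sedentary HIF1α KO, and exercised HIF1α KO mice. Hif1a itself was lower at ZT15 than at ZT3 in sedentary fl/fl mice, by a log2 fold change of −0.33 (SE 0.0980, adjusted p = 0.0887), and had −0.25 in sedentary HIF1α KO mice (adjusted p = 0.527).

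The 14 slow-fiber genes were higher after exercise in HIF1α KO mice, by 0.53 (14 of 14 genes higher, adjusted p = 6.68e-08) at ZT3 and by 0.32 (13 of 14 genes higher, adjusted p = 0.000516) at ZT15, and had 0.086 (8 of 14 genes higher, adjusted p = 0.174) and 0.19 (10 of 14 genes higher, adjusted p = 0.616) in fl/fl mice (camera). The difference between genotypes in this response was 0.44 (13 of 14 genes higher, adjusted p = 0.0461) at ZT3 and 0.13 (8 of 14 genes higher, adjusted p = 0.172) at ZT15. In sedentary mice at ZT3 the set was lower in HIF1α KO mice, with −0.30 (0 of 14 genes higher, adjusted p = 0.0177). In the model with the block of mouse numbers, the exercise response of HIF1α KO mice was 0.50 (14 of 14 genes higher, adjusted p = 5.21e-09) at ZT3 and 0.28 (13 of 14 genes higher, adjusted p = 0.00209) at ZT15. Camera assumed an inter-gene correlation of 0.01, while that estimated for these genes was 0.478. Other splits of the mice were not refitted for this set, and whether the dissected piece of muscle differed between the groups was not tested.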
